# Molars and incisors: show your microarray IDs

**DOI:** 10.1186/1756-0500-6-113

**Published:** 2013-03-26

**Authors:** Virginie Laugel-Haushalter, Marie Paschaki, Christelle Thibault-Carpentier, Doulaye Dembelé, Pascal Dollé, Agnès Bloch-Zupan

**Keywords:** Tooth development, Molar, Incisor, Gene expression, Mouse, Microarray

## Abstract

**Background:**

One of the key questions in developmental biology is how, from a relatively small number of conserved signaling pathways, is it possible to generate organs displaying a wide range of shapes, tissue organization, and function. The dentition and its distinct specific tooth types represent a valuable system to address the issues of differential molecular signatures. To identify such signatures, we performed a comparative transcriptomic analysis of developing murine lower incisors, mandibular molars and maxillary molars at the developmental cap stage (E14.5).

**Results:**

231 genes were identified as being differentially expressed between mandibular incisors and molars, with a fold change higher than 2 and a false discovery rate lower than 0.1, whereas only 96 genes were discovered as being differentially expressed between mandibular and maxillary molars. Numerous genes belonging to specific signaling pathways (the Hedgehog, Notch, Wnt, FGF, TGFβ/BMP, and retinoic acid pathways), and/or to the homeobox gene superfamily, were also uncovered when a less stringent fold change threshold was used. Differential expressions for 10 out of 12 (mandibular incisors versus molars) and 9 out of 10 selected genes were confirmed by quantitative reverse transcription-PCR (qRT-PCR). A bioinformatics tool (Ingenuity Pathway Analysis) used to analyze biological functions and pathways on the group of incisor versus molar differentially expressed genes revealed that 143 genes belonged to 9 networks with intermolecular connections. Networks with the highest significance scores were centered on the TNF/NFκB complex and the ERK1/2 kinases. Two networks ERK1/2 kinases and tretinoin were involved in differential molar morphogenesis.

**Conclusion:**

These data allowed us to build several regulatory networks that may distinguish incisor versus molar identity, and may be useful for further investigations of these tooth-specific ontogenetic programs. These programs may be dysregulated in transgenic animal models and related human diseases leading to dental anomalies.

## Background

A key question in developmental biology is how several shared molecular pathways can give rise to distinct organs, differing in their shape and tissue organization. The dentition represents a valuable system to address the issue of differential gene expression leading to the generation of specific tooth types. The mouse dentition is composed of one incisor and three molars on each hemiquadrant, separated by a toothless gap called diastema. Although molars and incisors develop according to the same basic developmental sequences, they display several important differences. Rodent incisors have a continuously growing ability through life, linked to the presence of an active stem cell niche located within the apical cervical loops [1]. They also exhibit asymmetrical development: ameloblasts differentiate and deposit enamel matrix only on the labial side, whereas the lingual side functions as a root analogue generating odontoblasts [2].

Odontogenesis proceeds through several stages. It initiates at the dental lamina stage by the appearance of a thickened area in the oral ectoderm, and proceeds to bud, cap and bell stages, odontoblasts and ameloblasts terminal differentiations, dentin and enamel matrix deposition and mineralization, root formation and finally tooth eruption. Odontogenesis is controlled by epithelio-mesenchymal interactions between neural crest-derived ectomesenchymal cells and oral ectoderm [3-9], and is regulated by conserved signaling pathways (FGF, BMP, Shh, Wnt, TGFβ, Notch, TNF/NFκB) [10-16]. Transcription factors including several homeobox gene products [17-21] and genes from the retinoic acid pathway [22] also play a role in tooth development.

The differential location, identity, shape and size of teeth are determined by several pathways acting at early stages of development [23]. At mouse embryonic day E10.5 the first molecular signals (BMP4, FGF8) initiating differential tooth morphogenesis are found in the oral ectoderm in mutually exclusive and complementary territories [9,24], which will trigger subsequent mesenchymal signaling. Already at this stage presumptive molar and incisor fields are well defined [25]. Tooth development was postulated not to involve any Hox (*Antennapedia*-like homeobox) gene [26], although recent studies showed specific expression of some Hox genes in distinct tooth bud tissues [27]. A number of other homeobox genes are expressed, however, in nested patterns across the developing jaws. The mandible is divided into oral (expressing *Lhx6* and *7*), aboral (expressing *Gsc*), distal (presumptive incisor, expressing *Msx1* and *2*) and proximal (presumptive molar, expressing *Dlx1* and *2*, *Barx1*, *Pitx1*) domains [17-19]. These expression patterns are defined by positive and negative signals from the oral epithelium. *Bmp4*, for example, is initially expressed in the distal epithelium and induces expression of *Msx1* in the underlying (presumptive incisor) mesenchyme, while at the same time it negatively regulates expression of *Barx1*, so as to restrict its expression to the presumptive molar region [18]. *Fgf8*, meanwhile, is expressed adjacent to *Bmp4* in the proximal oral epithelium and positively induces *Barx1* expression in the underlying presumptive molar epithelium [18]. Other genes display also a differential expression pattern [28,29].

Tooth shape specification from the dental lamina stage is contained within the ectomesenchyme. At the cap stage (E14.5 in the mouse) the condensing dental mesenchymal papilla controls the growth and folding of the inner dental epithelium. Mesenchymal signals induce within the enamel organ the formation of a signaling center called the primary enamel knot. It is a transitory structure of non proliferative cells, which produces several signaling molecules [30] and is essential to crown and cusps development and shape. The patterning role of the mesenchyme and dental papilla has also been addressed by heterologous recombination experiments from E13 to E16 between molar and incisor dental papilla and enamel organs, allowing the development of teeth of shape and type corresponding to the mesenchymal identity [31,32]. Many genes have a dynamic expression pattern during odontogenesis, and by the E14.5 cap stage a lot of genes that have earlier been linked to either the incisor or molar regions are expressed in all tooth germs and may not anymore be differentially expressed.

Alterations of these precisely regulated molecular and cellular sequences of development lead to dental anomalies, i.e. anomalies of teeth number, shape and size, of hard structures (enamel and dentin), of root formation and eruption. These malformations are observed in transgenic mouse models [33,34] mimicking human diseases and within the clinical phenotypes of syndromes or rare genetic diseases [35,36]. Indeed, at least 900 of the ~ 7000 known rare diseases or syndromes include oro-dental anomalies. In some syndromes only molars and canines are affected, like in oto-dental syndrome caused by deletions of the *FGF3* gene and characterized by grossly enlarged molar teeth (globodontia) [37]. In other syndromes, only incisors are affected like in KBG syndrome caused by mutation in *ANKRD11* and characterized by intellectual disability associated with short stature, facial dysmorphism and macrodontia of the upper central incisors, often with an agenesis of maxillary lateral incisors [38]. *SATB2* was involved in dental anomalies like incisor agenesis both in human in the 2q33.1 microdeletion syndrome [39] and in the corresponding mouse model [40]. We also recently identified *SMOC2*, a gene causing when mutated severe developmental dental defects with a dentin dysplasia phenotype associated to major microdontia, oligodontia, and shape abnormalities [41]. Furthermore, we showed a differential expression of this gene between molars and incisors.

In order to discover new candidate genes involved in the molecular events responsible for differential histomorphogenesis of the molars and incisors, we performed a transcriptomic analysis of developing murine lower incisors, mandibular molars and maxillary molars at the cap stage of development (E14.5). Here we report a global analysis of the identified differentially expressed genes. These data allowed us to build several regulatory networks that may distinguish incisor versus molar development, and may be useful for further investigations of these tooth-specific ontogenetic programs, some of which may be dysregulated in human diseases.

## Results and discussion

### Analysis of tooth specific transcriptional profiles

We decided to compare gene expression profiles in developing murine lower incisor and molars, as well as between the lower and upper (mandibular and maxillary) first molars. The developing tooth buds were collected by microdissection from E14.5 wild-type C57BL6 mice, and total RNA was extracted with the RNAeasy micro Kit (Qiagen, see Materials and Methods), after pooling 4 tooth germs per sample in order to obtain enough RNA for microarray hybridization. 

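Each sample was RNA from 4 pooled tooth germs, hybridized to 1 array. The authors deposited the log2 signals of 35556 probe sets after RMA, and these values were used without a further normalization. The median log2 signal of a sample was 6.84 to 6.99 in lower incisors, 6.80 to 6.98 in mandibular molars and 6.86 to 6.91 in maxillary molars, and 76.1% to 79.2% of the probe sets of a sample lay above 5. For each comparison of a pair of tooth types, probe sets above a log2 signal of 5 in at least 1 of the compared samples were kept, and limma was fitted to those samples alone with Benjamini-Hochberg adjustment. A probe set passed at an adjusted p under 0.1 with a fold change above 2, or above 1.2 for gene lists and pathways. The paper's legend of Figure 1 names a Student t-test for the arrays, called the methods' t-test here. The main tests, thresholds and gene lists were chosen before the data were examined, and the comparison of mandibular molars 1 to 4 with 5 to 8 afterwards. A positive log2 fold change means a higher signal in mandibular molars, and each gene is given by its probe set with the highest mean over all samples. The paper's text does not name the lower incisor sample that was discarded, so all 4 are used here, against 3 in the paper. The p-values measure the spread between these samples, since the sources used here do not say which animals a pool came from. The values place the samples in a pair of sets that the labels do not name. Mandibular molars 5 to 8 had a median correlation across probe sets of 0.9916 with the maxillary molars, and of 0.9845 with mandibular molars 1 to 4. Lower incisors had a median of 0.9851 (0.9732 to 0.9895) with mandibular molars 1 to 4 and of 0.9785 with 5 to 8. The first set is thus less distinct than the second. Probe sets are not independent replicates. Mandibular molars 1 to 4 and 5 to 8 differed at 137 of 28936 probe sets by the same test at a fold change above 2, 42 of them higher in samples 1 to 4. Lower incisors with mandibular molars 1 to 4 are called the first sample set, and maxillary molars with mandibular molars 5 to 8 the second. A fold change or count given as within a set comes from the samples of that set alone.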

Altogether, 4 lower incisors samples, 4 maxillary molars samples, and 8 mandibular molars samples were hybridized on Affymetrix mouse gene 1.0 ST microarrays. Principal component analysis (PCA) was performed using the Partek Software to assess the consistency of the results. According to this analysis, the transcriptional profiles of three incisors samples (one sample of dubious quality was discarded) and eight mandibular molars samples showed that samples segregated in two distinct groups, showing relevant transcriptional differences between mandibular molars and lower incisors (Additional file 1). 

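*Hpse2*, which encodes heparanase 2, had a log2 signal of 11.32 ± 0.29 (SD, n = 4) in lower incisors and 6.40 ± 0.13 (SD, n = 8) in mandibular molars (log2 fold change -4.92, standard error 0.11, adjusted p = 5.42e-11). *Cntn6*, which encodes a neural adhesion molecule of the contactin family, had 6.39 ± 0.31 (SD, n = 4) in incisors and 9.00 ± 0.26 (SD, n = 8) in molars (log2 fold change 2.61, standard error 0.15, adjusted p = 8.76e-07). Neither gene's groups overlapped. Over the 29258 probe sets kept, the first 3 principal components held 36.1%, 18.9% and 11.8% of the variance, and none of the first 5 parted the incisors from the molars. On the first component, lower incisors 1, 2 and 3 lay at -28.7, -27.6 and -35.9, close to mandibular molar 2 at -32.1. Lower incisor 4 lay at 11.2, nearer to mandibular molar 4 at 26.5 and to mandibular molars 5 to 8 at 20.3 to 29.6. Distances between the groups relative to those within them gave a pseudo-F of 2.62, reached by 12 of the 495 possible splits (exact permutation test, one-sided, p = 0.0242). This exact p was 0.0727 without lower incisor 3, the only omission of 1 sample that took it over 0.05, and 0.229 within the first sample set. With 1 probe set per gene the first component did part the groups, with a pseudo-F of 5.37 and an exact permutation p of 0.00202. With a filter above 6 this p was 0.00606. The second component parted the groups within the first sample set and without mandibular molar 4, and the third did without lower incisor 2. From the principal component analysis of 3 incisor and 8 molar samples, the paper concludes that the tooth types differ in their transcription.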

PCA performed on transcriptional profiles of eight mandibular molars samples and four maxillary molars samples also showed a clear segregation of samples between the two groups. This analysis indicated that transcriptional differences existed both between lower incisors and molars, as well as between mandibular and maxillary molars.

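*Nmbr*, the neuromedin B receptor gene, had a log2 signal of 8.39 ± 0.15 (SD, n = 4) in maxillary molars and 6.13 ± 0.18 (SD, n = 8) in mandibular molars. *Rorb*, which encodes a retinoid-related orphan receptor, had 7.82 ± 0.04 (SD, n = 4) and 6.58 ± 0.25 (SD, n = 8). For both genes every maxillary sample lay above every mandibular sample. Over the 29068 probe sets kept, the first 3 components held 34.2%, 23.0% and 8.74% of the variance. The first component set mandibular molars 1, 2 and 3 apart, at -32.7, -48.3 and -28.2, and held mandibular molars 5 to 8 at 7.7 to 14.2 beside the maxillary molars at 12.9 to 21.0. The pseudo-F of mandibular against maxillary molars was 2.15, reached by 12 of 495 splits (exact permutation test, one-sided, p = 0.0242). Within the second sample set it was 1.86, with an exact permutation p of 0.0286, the smallest that 4 samples against 4 allow. Leaving out maxillary molar 1, 2, 3 or 4 gave exact p values of 0.0545, 0.0727, 0.0545 and 0.0545. None of the first 5 components parted the groups in the main analysis. The first did with 1 probe set per gene (pseudo-F 3.71, exact permutation p = 0.00606), and also with a filter above 6, a floor at 5, quantile normalization or cyclic loess.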

Our microarray data analysis allowed identification of several genes already known to be involved in tooth development (see Introduction), which did not show statistically different expression levels between distinct tooth samples. For instance, there was no significant difference in *Bmp4, Fgf8, Msx1*, *Pitx1, Pitx2, Gsc, Dlx2, Runx2, Msx2, Lhx6, Hand1* or *Satb2* expression between lower incisors and mandibular molars, and in *Bmp4, Fgf8, Msx1, Dlx2, Runx2, Msx2* and *Satb2* expression between mandibular and maxillary molars. 

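Of the genes listed for the comparison with lower incisors, *Bmp4*, *Fgf8*, *Msx1*, *Gsc* and *Msx2* did not pass. Their log2 fold changes were 0.03 (standard error 0.20), 0.02 (standard error 0.06), 0.16 (standard error 0.11), -0.33 (standard error 0.14) and -0.76 (standard error 0.28), and within the first sample set -0.29, 0.03, 0.11, -0.21 and -1.19. *Bmp4* and *Msx1*, a signal and a transcription factor of the dental mesenchyme, lay at 11.13 ± 0.37 (SD, n = 8) and 10.46 ± 0.18 (SD, n = 8) in mandibular molars, while *Fgf8* lay at 7.59 ± 0.07 (SD, n = 8). The LIM-homeobox gene *Lhx6* was higher in mandibular molars (log2 fold change 2.24, standard error 0.13, adjusted p = 7.96e-07; 2.12 within the set). *Hand1*, a bHLH transcription factor gene, was higher in incisors (log2 fold change -1.12, standard error 0.13, adjusted p = 0.000393; -1.14 within the set). *Pitx1* and *Dlx2* passed narrowly, with log2 fold changes of 0.53 (standard error 0.14) and 0.62 (standard error 0.19), and 0.74 and 0.42 within the set. With 1 sample left out, the adjusted p of *Pitx1* was 0.05 to 0.205, highest without lower incisor sample 1, and that of *Dlx2* 0.0434 to 0.276, highest without lower incisor sample 2. Between mandibular and maxillary molars none of the 5 genes measured passed with limma or the methods' t-test, and 3 were lower in mandibular molars at an unadjusted p under 0.05. The log2 fold changes were -0.35 (standard error 0.18) for *Bmp4*, -0.35 (standard error 0.10) for *Msx1*, -0.44 (standard error 0.16) for *Dlx2*, -0.63 (standard error 0.27) for *Msx2* and 0.11 (standard error 0.05) for *Fgf8*. Within the second sample set they were -0.03, -0.29, -0.25, -0.20 and 0.10. Adjusted over the list alone, 3 genes were higher and 3 lower in molars than in incisors, and 4 were lower in mandibular than in maxillary molars. The study chose the genes on the same samples, so these counts are not independent evidence.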

Altogether, these data validated the sensitivity of the microarray analysis, and confirmed that several important regulators of tooth development were expressed at comparable levels in distinct tooth types at the stage analyzed.

Many genes exhibited statistically significant differential expression levels between specific tooth types. The distribution of differentially expressed genes is illustrated in Figure 1A (mandibular incisor versus first molar) and 1B (mandibular versus maxillary first molar). In these diagrams—as well as in all subsequent Tables—negative “fold changes” reflect an enriched expression in incisor (Figure 1A) or in maxillary molar (Figure 1B), whereas positive values indicate an enriched expression in mandibular molar. Genes plotted in red are those exhibiting a fold change superior to 2 (> 2 fold change) between the two types of samples (with statistical significance). We focused our analysis on such genes exhibiting at least a 2 fold change in expression in a given tooth type. However, in order not to overlook genes that may be relevant even if their differential expression is not as pronounced, we also considered all genes belonging to specific signaling pathways (the Hedgehog, Notch, Wnt, FGF, TGFβ/BMP, and retinoic acid pathways) and/or to the homeobox gene superfamily, as many important regulators of tooth development belong to these families. For analysis of these selected pathways and gene families, we applied a less stringent threshold (+ or - 1.2 fold change). For all identified genes we performed a detailed analysis of the literature, and hereby distinguish genes previously reported to be expressed (and sometimes functionally involved) in tooth development—including rare cases of reported differential expression between tooth types—from new candidate genes potentially involved in establishing tooth-specific programs.

**Figure 1:**
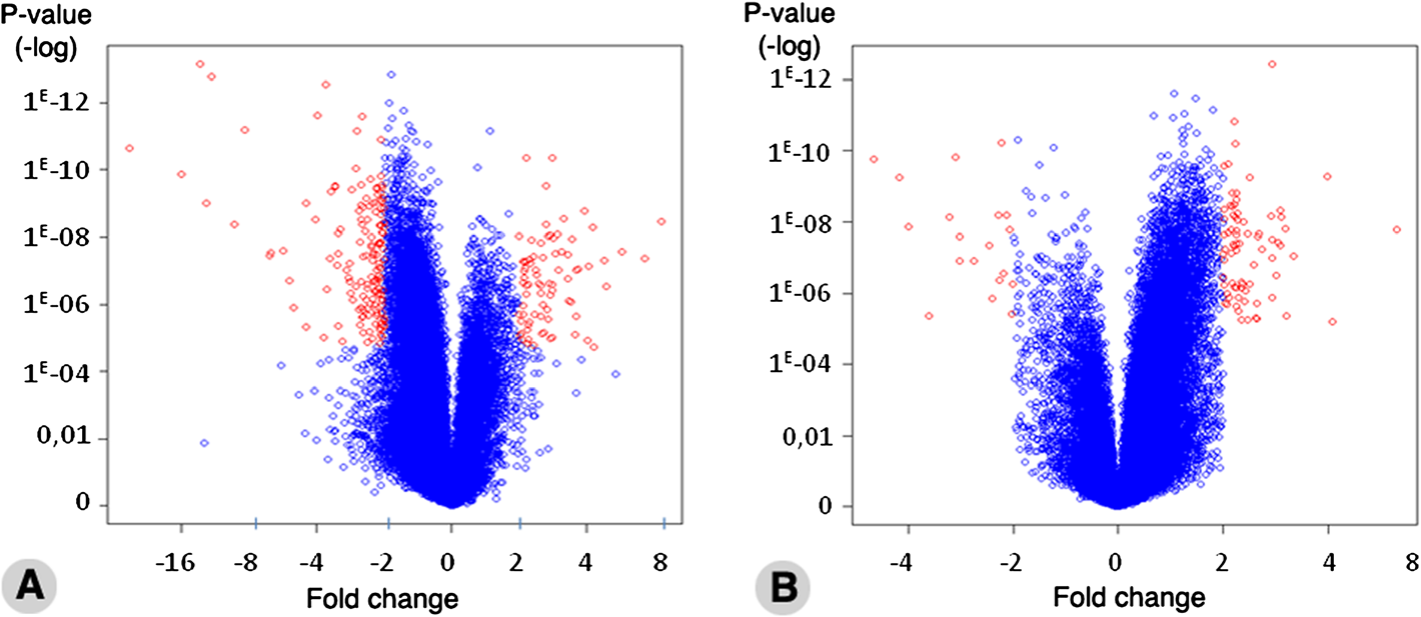
**Overview of gene expression changes in mandibular molars vs. incisors (A) and mandibular vs. maxillary molars (B). **Genes are plotted (Volcano plot) according to their fold change in mRNA expression (abscissae) and the corrected p-values from Student t-test (ordinates). In both plots, positive values correspond to genes more highly expressed in mandibular molars, and negative values to genes enriched in expression in incisors (A) or maxillary molars (B). Genes with a fold change in expression higher than 2 and a false discovery rate lower than 0.1 are shown in red.

### Expression profiling of mandibular molars versus incisors

#### Genes with a fold change higher than 2

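*Sim2*, a bHLH-PAS transcription factor gene, was higher in mandibular molars than in lower incisors (log2 fold change 2.27, standard error 0.34, adjusted p = 0.00197), as were the adhesion molecule gene *Ncam2* (log2 fold change 2.15, standard error 0.11, adjusted p = 2.75e-07) and *Cyp1b1*, whose enzyme can oxidize retinoids (log2 fold change 2.32, standard error 0.23, adjusted p = 9.68e-05). Within the first sample set the log2 fold changes were 2.59, 2.15 and 1.93, all past the thresholds. *Alx4*, an aristaless-like homeobox gene, was higher in incisors (log2 fold change -2.53, standard error 0.30, adjusted p = 0.000356; -2.44 within the set). *Acan*, encoding the cartilage proteoglycan aggrecan, was also higher in incisors (log2 fold change -2.26, standard error 0.42, adjusted p = 0.00979). Its log2 signal was 8.42 ± 1.40 (SD, n = 4) in incisors, and within the first set the value of -2.26 did not pass. In all, 83 probe sets were higher in mandibular molars and 65 were higher in incisors among the 29258 kept. The first sample set alone gave 70 and 60.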

Among the 35,556 probe sets represented in the microarrays, about 10% of the genes were excluded for any further analysis because of their low expression level, and 231 genes were differentially expressed between mandibular incisor and molar, with a fold change higher than 2 and a false discovery rate lower than 0.1 (corresponding to a p-value lower than 6.89E-04) (Figure 1A). The top ten genes exhibiting the highest expression in mandibular molars were *Barx1*, *C1qtnf3*, *Adcy8*, *Cntn6, Six2*, *Tcfap2b, Odz1, Vstm2a, Nptx1* and *Has2.* The top ten genes showing highest expression in incisors were *Hpse2*, *Alx1*, *Hand2*, *Sfrp4*, *Pax3*, *Alx3, Isl1, Mcpt2, Cacna2d3* and *Irx4* (Table 1A). 

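All 10 genes named for molars were higher in mandibular molars and the 9 measured of those named for incisors were higher in incisors, and every one also passed within the first sample set. Having been chosen by the study on these samples, they are not independent evidence. *C1qtnf3*, a secreted C1q/TNF-related protein gene, had a log2 fold change of 3.18 (standard error 0.27), with an adjusted p of 2.1e-05 and 2.81 within the set. *Tfap2b*, listed as Tcfap2b, encodes an AP-2 transcription factor of the neural crest and had 2.27 (standard error 0.28). *Adcy8*, *Tenm1* (listed as Odz1), *Vstm2a*, *Nptx1* and the hyaluronan synthase gene *Has2* had 2.12, 1.84, 2.00, 1.67 and 1.60, with standard errors of 0.13, 0.10, 0.15, 0.26 and 0.11. On the incisor side *Pax3*, a neural crest transcription factor gene, had -3.66 (standard error 0.27) and an adjusted p of 7.98e-06. Its log2 signal was 7.20 in mandibular molars 1 to 4 and 6.11 in mandibular molars 5 to 8, so that the fold change within the first set was -3.12. The mast cell protease gene *Mcpt2* had -2.28 (standard error 0.26) and the calcium channel subunit gene *Cacna2d3* -2.06 (standard error 0.16).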

Interestingly, among these genes, four were already known to be differentially expressed, with *Barx1* and *Six2* preferentially expressed in molars [42,43] and *Isl1* and *Hand2* in incisors [29,44].

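*Barx1*, a homeobox gene of the molar mesenchyme, had a log2 signal of 11.31 ± 0.12 (SD, n = 8) in mandibular molars and 8.25 ± 0.44 (SD, n = 4) in lower incisors (log2 fold change 3.06, standard error 0.15, adjusted p = 2e-07). *Six2*, a homeobox gene expressed in craniofacial mesenchyme, had 10.56 ± 0.22 (SD, n = 8) and 8.43 ± 0.56 (SD, n = 4) (log2 fold change 2.13, standard error 0.20, adjusted p = 5.75e-05). *Isl1*, a LIM-homeobox gene of the incisor epithelium, had 8.54 ± 0.10 (SD, n = 4) in incisors and 6.21 ± 0.26 (SD, n = 8) in molars (log2 fold change -2.33, standard error 0.13, adjusted p = 4.61e-07). *Hand2*, a bHLH gene of the distal jaw mesenchyme, had 10.33 ± 0.17 (SD, n = 4) in incisors and 6.68 ± 0.10 (SD, n = 8) in molars (log2 fold change -3.65, standard error 0.08, adjusted p = 4.95e-11). The incisor and molar samples did not overlap for any of the 4 genes. Chance gives 0.404% of probe sets with no overlap at 8 samples against 4. The study listed these genes for their difference on the same samples, so that rate is not a test of them. Within the first sample set the log2 fold changes were 3.02, 2.03, -2.22 and -3.60.

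**Figure D1:**
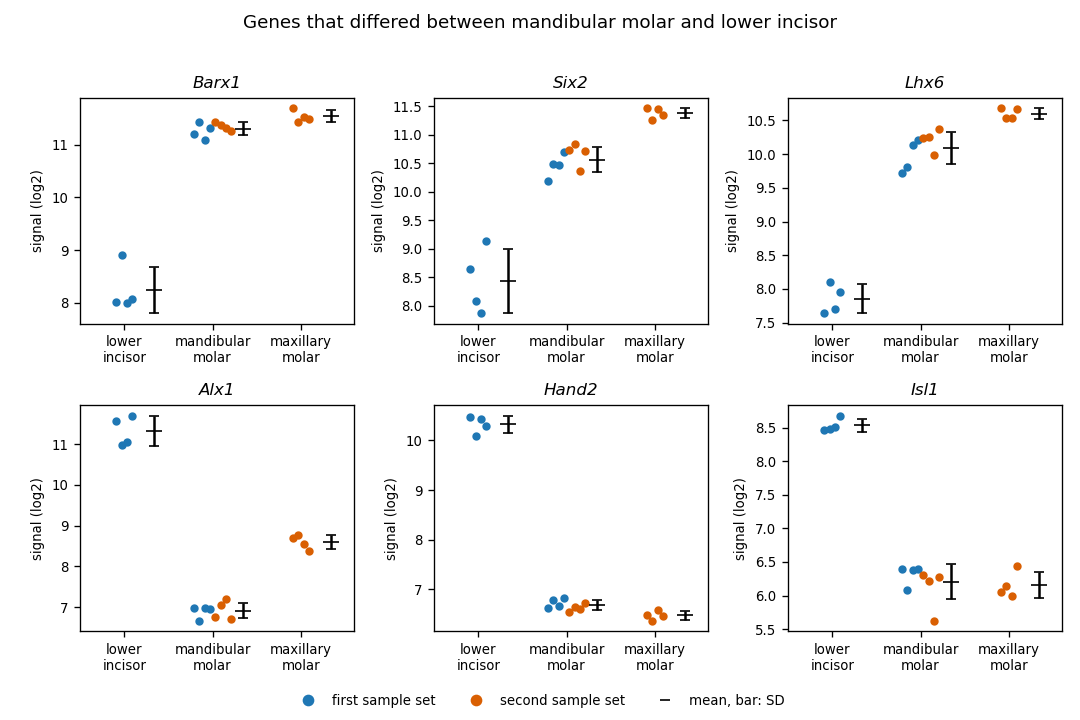
Log2 signal of 6 genes in lower incisors, mandibular molars and maxillary molars, 1 point per sample, with the mean and SD as a bar and the first sample set in blue and the second in orange. *Barx1*, *Six2* and *Lhx6* lie higher in every mandibular molar than in any incisor, with means of 11.31, 10.56 and 10.09 in mandibular molars, and *Alx1*, *Hand2* and *Isl1* lie lower.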

**Table 1:** Overview of genes differentially expressed between lower (mandibular) incisor and molar

**A**	**Genes**	**Fold change**	**P-value**	**Known in teeth**	**Known as differentially expressed**	**References**
**Enriched in molars**	*Barx1*	8.60	3.47E-09	Yes	Yes	[42]
	*C1qtnf3*	7.30	4.37E-08	No	No	
	*Adcy8*	5.75	2.76E-08	No	No	
	*Cntn6*	4.91	2.94E-07	No	No	
	*Six2*	4.82	4.84E-08	Yes	Yes	[43]
	*Tcfap2b*	4.31	1.88E-05	No	No	
	*Odz1*	4.24	5.02E-09	No	No	
	*Vstm2a*	4.09	7.28E-08	No	No	
	*Nptx1*	4.06	1.21E-05	No	No	
	*Has2*	3.94	1.66E-09	No	No	
**Enriched in incisors**	*Irx4*	-5.31	1.92E-07	No	No	
	*Cacna2d3*	-5.66	2.55E-08	No	No	
	*Mcpt2*	-6.39	2.90E-08	No	No	
	*Isl1*	-6.44	3.53E-08	Yes	Yes	[29]
	*Alx3*	-8.36	6.59E-12	No	No	
	*Pax3*	-11.72	1.68E-13	Yes	No	[45]
	*Sfrp4*	-12.38	9.88E-10	No	No	
	*Hand2*	-13.20	6.89E-14	Yes	Yes	[44]
	*Alx1*	-15.95	1.35E-10	No	No	
	*Hpse2*	-27.41	2.23E-11	No	No	
**B**						
**Enriched in molars**	*Lhx6*	3.69	8.95E-08	Yes	Yes	[46]
	*Sfrp1*	3.56	7.94E-06	Yes	No	[47]
	*Smoc2*	3.28	3.28E-08	Yes	Yes	[41]
	*Shox2*	2.85	1.08E-08	Yes	No	[48]
	*Dlx1*	2.81	4.49E-11	Yes	Yes	[17]
	*Fgf12*	2.22	3.32E-06	Yes	No	[49]
	*Sfrp2*	2.16	4.40E-11	No	No	
	*Dbx2*	1.97	8.51E-06	Yes	No	[50]
	*Six4*	1.95	8.05E-07	Yes	Yes	[43]
	*Six1*	1.83	8.69E-06	Yes	Yes	[43]
	*Lhx8*	1.64	2.87E-06	Yes	No	[51]
	*Bmpr1a*	1.36	7.12E-07	Yes	No	[52]
	*Mapk1*	1.30	3.20E-06	Yes	No	[53]
**Enriched in incisors**	*Gas1*	-1.25	6.93E-06	Yes	No	[54]
	*Hoxa2*	-1.41	9.43E-07	Yes	No	[26]
	*Tlx2*	-1.47	7 .35E-07	No	No	
	*Irx6*	-1.58	3.09E-08	No	No	
	*Gdf6*	-2.00	4.01E-06	Yes	No	[55]
	*Aqp1*	-2.16	9.51E-08	Yes	No	[56]
	*Amtn*	-2.28	1.65E-08	Yes	Yes	[57]
	*Prtg*	-2.3	9.93E-07	Yes	No	[58]
	*Slitrk6*	-2.37	2.60E-07	Yes	No	[59]
	*Wnt5a*	-2.38	1.38E-05	Yes	No	[60]
	*Hand1*	-2.55	4.01E-06	Yes	Yes	[28]
	*Prkcq*	-2.75	7.17E-07	Yes	No	[61]
	*Tlx1*	-2.84	6.05E-08	Yes	No	[62]
	*Bmp5*	-3.20	3.00E-08	No	No	
	*Cyp26c1*	-4.05	3.10E-09	Yes	No	[63]
	*Nts*	-4.43	9.56E-10	Yes	No	[64]
	*Irx4*	-5.31	1.92E-07	No	No	

The table is subdivided in two sections highlighting: (A) The "top ten" genes showing the highest degree of enrichment in incisor (negative values) or molar (positive values); (B) additional examples of differentially expressed genes, some already known from the literature as being expressed in developing teeth, others not predicted from the literature. Separate columns indicate those genes already known as being expressed in developing teeth ("Known in teeth"), and sometimes as being differentially expressed in both tooth types ("Known as differentially expressed"). In all cases, one relevant reference has been selected. For a complete list of differentially expressed genes (with fold changes > 2 or < -2), see Additional file 2.

Additional literature searches revealed that, among the remaining 231 genes, only 22 were previously described as being expressed during tooth development, including 9 genes known to be differentially expressed between molar and incisors. Thus, our analysis revealed nearly 200 “new”, potentially interesting genes not previously described as differentially expressed between developing incisors and molars (a complete list is given in Additional file 2). 

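Genes of keratinizing epithelium, of cartilage, of mast cells and of skeletal muscle were among those higher in lower incisors. Which epithelium the first of these came from was not tested. Of 30 genes of keratinizing epithelium 14 were higher in incisors, or 15 against 1 in molars adjusted over the list alone, and 11 passed within the first sample set. *Krt1* and *Krt10*, keratins of differentiating epithelium, had log2 fold changes of -1.74 (standard error 0.23) and -1.47 (standard error 0.18), and the cornified envelope gene *Sprr3* -1.83 (standard error 0.27). Of 24 cartilage genes 14 were higher in incisors and 2 in molars (17 and 2 adjusted over the list alone), against 3 and 1 within the set. The mean log2 signal of these genes was 7.85, 7.04, 7.14 and 7.85 in lower incisors 1 to 4 and 6.86 to 6.98 in the mandibular samples, and without lower incisor 1 or 4 the incisor count was 7 and 9, and 7 to 9 without mandibular molar 1, 5, 6, 7 or 8. The matrilin gene *Matn4* had -0.91 (standard error 0.14) and also passed within the set. Of 11 mast cell genes 5 were higher in incisors and 1 in molars (the same counts adjusted over the list alone), or 3 in incisors without lower incisor 3, among them the protease gene *Mcpt4* at -1.14 (standard error 0.16). Of 46 skeletal muscle genes 19 were higher in incisors, or 37 adjusted over the list alone, with a median of -0.48, but 1 within the first set, with a median of -0.39, and 3 to 33 with 1 sample left out, lowest without lower incisor 3 and highest without mandibular molar 2. The acetylcholine receptor gene *Chrng* was -0.72 (standard error 0.11) and passed within the set at -0.65. None of the 46 was higher in molars with limma, by the methods' t-test or at an unadjusted p under 0.05. By the methods' t-test the genes higher in incisors were 12 of keratinizing epithelium, 8 of cartilage, 5 of mast cells and 7 of muscle. Camera with its preset correlation gave adjusted p values of 6.14e-11, 1.81e-08, 0.000105 and 2.93e-17 for the 4 lists. With an estimated correlation no list of this comparison passed (adjusted p = 0.414 for each of these 4).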

Table 1B provides data for selected genes with high fold change and/or belonging to families for which other member(s) are involved in odontogenesis. 

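In Table 1B, 10 of the 11 genes measured on the molar side were higher in mandibular molars and 13 of the 16 kept on the incisor side were higher in lower incisors, against 7 and 12 within the first sample set. These genes were chosen by the study on the same samples. *Wnt5a*, which encodes a noncanonical Wnt ligand, had a log2 fold change of -1.45 (standard error 0.14), the protogenin gene *Prtg* -1.32 (standard error 0.14), *Slitrk6* -1.12 (standard error 0.16) and the water channel gene *Aqp1* -0.75 (standard error 0.11). All 4 passed within the set, at -1.56, -1.46, -1.34 and -0.65. *Bmpr1a*, a BMP receptor gene listed on the molar side, had 0.14 (standard error 0.08) and did not pass (adjusted p = 0.388). *Lhx8* and *Dbx2* were higher in molars at 0.38 (standard error 0.07) and 0.39 (standard error 0.09), but not within the set (0.37 and 0.34), and the adjusted p of *Dbx2* was 0.0218 to 0.109 with 1 sample left out, highest without lower incisor sample 3. Outside the table, 10 of 22 GABA-A and ionotropic glutamate receptor subunit genes were higher in molars and 1 was lower (the same counts adjusted over the list alone), and 7 were higher within the set. *Gria4*, *Grin2a* and *Gabrb2*, of ion channels best known from synapses, had 1.02 (standard error 0.14), 1.26 (standard error 0.23) and 0.59 (standard error 0.09). The receptor list is not independent of the study, which named *Gria2* and *Gabrb2* on these samples. Camera gave an adjusted p of 0.000403 for this list, and 0.0394 for 35 genes of the mesenchymal extracellular matrix. With an estimated correlation both had 0.414, and the matrix list had 0.0803 within the first sample set. Of its genes 8 were higher in molars and 5 in incisors (11 and 5 adjusted over the list alone), 4 and 3 within the set, among them *Itgbl1* at 2.00 (standard error 0.17).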

*Sfrp2* and *Sfrp4*, for example, belong to the family of secreted frizzled-related proteins, for which *Sfpr1* was already known to be expressed in teeth [65,66]. 

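*Sfrp4* was higher in lower incisors (11.51 ± 0.33 (SD, n = 4)) than in mandibular molars (7.39 ± 0.21 (SD, n = 8)), a log2 fold change of -4.12 (standard error 0.14) with an adjusted p of 5.13e-09. *Sfrp2* lay among the strongest signals in both, at 12.37 ± 0.06 (SD, n = 8) in molars and 11.47 ± 0.16 (SD, n = 4) in incisors (log2 fold change 0.90, standard error 0.07, adjusted p = 7.98e-06). Within the first sample set the values were -4.05 and 0.93. Of 13 secreted Wnt antagonist genes, 4 were higher in molars and 2 in incisors (6 and 2 adjusted over the list alone), with a median log2 fold change of 0.28 and a camera adjusted p of 0.217. Within the set 2 and 2 passed, with a median of 0.03 and a camera adjusted p of 0.68. *Dkk1* and *Dkk2* did not pass, at 0.28 (standard error 0.33) and -0.05 (standard error 0.11), and -0.26 and 0.02 within the set. The mean of *Dkk1* was 9.27 in mandibular molars 1 to 4 and 10.36 in 5 to 8.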

*Tlx2* and *Bmp5* also have two paralogues, *Tlx1* and *Bmp4,* that were previously described as being differentially expressed between tooth types [62,67]. 

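*Bmp5*, a BMP ligand gene, was higher in lower incisors, at 8.92 ± 0.41 (SD, n = 4) against 7.39 ± 0.15 (SD, n = 8) in mandibular molars (log2 fold change -1.54, standard error 0.15, adjusted p = 6.23e-05; -1.49 within the first sample set). The homeobox gene *Tlx1* was higher in incisors as well (log2 fold change -1.33, standard error 0.08, adjusted p = 9.67e-07; -1.33 within the set). *Tlx2* lay at 6.77 ± 0.11 (SD, n = 4) in incisors and 6.63 ± 0.11 (SD, n = 8) in molars and did not pass (log2 fold change -0.14, standard error 0.07, adjusted p = 0.331).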

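*Alx1* and *Alx4*, which encode aristaless-like homeodomain proteins of the craniofacial mesenchyme, had their highest signals in lower incisors. *Alx1* lay at 11.33 ± 0.36 (SD, n = 4) in incisors and 6.92 ± 0.19 (SD, n = 8) in mandibular molars, with an adjusted p of 3.07e-09 and log2 fold changes of -4.41 (standard error 0.14) over all samples and -4.43 within the first sample set. *Alx4* lay at 9.98 ± 0.26 (SD, n = 4) and 7.45 ± 0.63 (SD, n = 8). In both genes every incisor sample exceeded every molar sample.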

Two *Alx* genes, *Alx1* and *Alx3* were differentially expressed in our microarray experiments, with very high fold changes. The corresponding human genes are mutated in frontonsal dysplasia affecting the midline facial structures [68]. 

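*Irx4* was higher in lower incisors, at 7.79 ± 0.29 (SD, n = 4) against 5.98 ± 0.23 (SD, n = 8) in mandibular molars (log2 fold change -1.81, standard error 0.14, adjusted p = 1.02e-05; -1.71 within the first sample set). *Irx6* lay at 6.47 ± 0.13 (SD, n = 4) and 6.31 ± 0.13 (SD, n = 8) and did not pass (log2 fold change -0.16, standard error 0.08, adjusted p = 0.315; -0.05 within the set).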

We also found two members of the *Iroquois* homeobox gene family, *Irx4* and *Irx6*, suggesting a role of these genes in defining incisor identity.

#### Genes from selected pathways or families

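At a fold change above 1.2, 804 probe sets were higher in mandibular molars and 637 in lower incisors, against 276 and 242 in the smaller comparison within the first sample set. With lower incisor 1, 2, 3 or 4 left out alone the molar count was 500, 532, 459 and 1226, with lower incisor 1 or 4 the incisor count was 420 and 1041, and without mandibular molar 2 the molar count was 1386. *Fgf20*, *Fgf14* and *Fgf4* were among 6 of 29 FGF pathway genes that were higher in molars, with log2 fold changes of 1.08 (standard error 0.15), 0.85 (standard error 0.09) and 0.97 (standard error 0.20). *Fgf20* and *Fgf4* encode signals of the enamel knot, and *Fgf4* did not pass within the set (0.87). No FGF gene was lower with limma or the methods' t-test, and 4 were at an unadjusted p under 0.05. Of 69 TGFβ/BMP genes 6 were higher and 8 lower in molars. The BMP-binding protein gene *Bmper* had 1.46 (standard error 0.16), and the pseudoreceptor gene *Bambi* and *Gdf10* had -0.79 (standard error 0.06) and -0.90 (standard error 0.11). Of 76 Wnt genes 8 were higher and 6 lower, with the receptor gene *Ror1* at 1.09 (standard error 0.07) and the cyclin gene *Ccnd2* at 0.56 (standard error 0.10). Of 37 Notch genes 1 was higher and 3 were lower, with the effector gene *Hey2* at -1.30 (standard error 0.18). None of 20 Hedgehog genes passed with limma or the methods' t-test, 1 was lower at an unadjusted p under 0.05, and 2 were lower within the set. Adjusted over the list alone, the counts higher and lower were 8 and 2 for FGF, 8 and 10 for TGFβ/BMP, 12 and 11 for Wnt, 3 and 3 for Notch, and 0 and 0 for Hedgehog. Within the set 4 FGF genes were higher, and the counts were 1 and 5 for TGFβ/BMP and 4 and 4 for Wnt, with 1 Notch gene lower. Without lower incisor 1, 2 or 3 the TGFβ/BMP genes higher were 3, 3 and 3, without lower incisor 1 or 2 those lower were 5 and 5, and without mandibular molar 2 the Wnt genes higher were 14. Camera gave adjusted p values of 0.147 for FGF, whose median of -0.02 was opposite in sign to the camera result, 0.425 for TGFβ/BMP, 0.585 for Wnt, 0.504 for Notch and 0.147 for Hedgehog.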

From the 3078 genes exhibiting a fold change higher than 1.2 and a false discovery rate lower than 0.1, 107 belonged to pathways or families selected as being important for tooth development (the FGF, TGFβ/BMP, Wnt, Hedgehog, retinoic acid, and Notch pathways, and the homeobox gene superfamily: see Introduction). Among these, 88 had not been reported to be expressed in teeth and were considered as new potential genes involved in tooth development (Table 2). Nineteen genes were already known to be expressed in teeth (Table 2, gene names in bold), and among them 11 were known to be differentially expressed between the two tooth types (Table 2, underlined). 

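Among the molar genes of Table 2, the homeobox genes were higher in mandibular molars in 8 of 8 measured cases, the Wnt genes in 5 of 8, the retinoic acid genes in 3 of 4 and the TGFβ/BMP genes in 2 of 5. Among the incisor genes, the homeobox genes were higher in lower incisors in 7 of 37 kept, the retinoic acid genes in 2 of 10, the Wnt genes in 2 of 6, the TGFβ/BMP genes in 2 of 4 and the Notch genes in 2 of 2. Within the first sample set 5 homeobox, 4 Wnt and 3 retinoic acid genes passed on the molar side, and 5 homeobox, 1 retinoic acid, 2 Wnt and 2 TGFβ/BMP genes on the incisor side. The TGFβ/BMP molar genes and the Notch genes did not pass there with limma, with 2 and 2 at an unadjusted p under 0.05. The 3 Hedgehog genes did not pass with limma or the methods' t-test, and 1 was lower in molars at an unadjusted p under 0.05. The study chose these genes on the same samples. *Plcb4*, encoding a phospholipase, was higher in molars (0.67 (standard error 0.09)), and the growth factor gene *Gdf6* in incisors (-0.66 (standard error 0.10)), both also within the set. *Thbs2*, encoding thrombospondin 2, was higher in molars at 0.66 (standard error 0.12) but did not pass within the set (0.48). *Nodal*, *Wnt1* and *Pdx1* had -0.23 (standard error 0.07), 0.03 (standard error 0.06) and -0.04 (standard error 0.06) and did not pass the thresholds.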

Considering genes not previously known to be expressed in teeth, and genes not yet described to be differentially expressed between tooth types, we found in total 99 genes not yet involved in differential tooth morphogenesis.

**Table 2:** Overview of genes belonging to selected signaling pathways (FGF, TGFβ/BMP, Wnt, Hedgehog, Retinoic acid, Notch) or to the homeobox-containing superfamily, showing differential expression in mandibular molar or incisor

**Pathway/Family**	**Gene names (fold change)**	**Number of genes**	**Differentially expressed in teeth**	**Not known to be differentially expressed in teeth**	**New genes in teeth**	**Total new genes and new differentially expressed genes**
FGF: molars	***Fgf12 (2.24)***	1	0	1	0	1
FGF: incisors	*Fgf22 (-1.41)*	1	0	0	1	1
TGFβ: molars	*Thbs2 (1.77); Gdf7 (1.73); ****Bmpr1a (1.36);****Ppp2r1b (1.35); ****Mapk1 (1.3);****Smurf2 (1.25)*	6	0	2	4	6
TGFβ: incisors	***Bmp5 (-3.20);****Gdf6 (-2.00); Acvr1c (-1.59); Inhbe (-1.52); Nodal (-1.45)*	5	0	1	4	5
Wnt: molars	***Sfrp1 (3.56);****Sfrp2 (2.16); Plcb4 (1.66); Camk2d (1.48); Ccnd2 (1.44); Ppp2r1b (1.35); Cul1 (1.30); Ppp3cb*	8	0	1	7	8
Wnt: incisors	*Sfrp4 (-12.38); ****Wnt 5a (-2.38);****Cer1 (-1.64); Wnt9b (-1.51); Wnt1 (-1.45); Camk2a(-1.34); Ppp3r2 (-1.32)*	7	0	1	6	7
Hedgehog incisors	*Ihh (-1.30); Btrc (1.26); ****Gas1 -(1.25)***	3	0	1	2	3
Retinoic acid: molars	***Cyp1b1;****Nr2f1 (3.59); Nr2f2 (2.69). Aldh7a1 (1.50)*	4	0	0	4	4
Retinoic acid: incisors	***Cyp26c1 (-4.05);****Cyp2c54 (-2.26); Rdh1 (-1.94); Cyp2c66 (-1.81); Cyp2a12 (-1.76); Rarres1 (-1.57); Rdh9 (-1.57); Ugt1a9 (-1.57); Aldh1b1 (-1.51); Rbp3 (-1.49); Pram1 (-1.43); Rarres2 (-1.35); Adh7 (-1.33); Cyp2b19 (-1.31); Rdh8 (-1.29)*	15	0	1	14	15
Notch: incisors	*Rbpjkl (-2.12); predicted gene 5109 (-1.71); Dll1 (-1.37)*	3	0	0	3	3
Homeobox genes: molars	***Barx1 (8.59); Six2 (4.81); Lhx6 (3.69); Shox2****(2.85); ****Dlx1 (2.81); Dbx2 (1.97); Six4 (1.95); Six1 (1.83);Lhx8 (1.64)***	9	6	2	1	3
Homeobox genes: incisors	*Alx1 (-15.94 ) Alx3 (-8.36); ****Isl1 (-6.44 )****; Irx4 (-5.31); ****Tlx1 (-2.83);****Otx1 (-2.48) ; Hoxa11 (-1.92); Hoxd8 (-1.86); Hoxd3 (-1.84); Hoxd4 (-1.81); Obox5 (-1.76); Lbx2 (-1.74); Rhox6 (-1.72); Hoxd10 (-1.66); Rhox1 (-1.62); Lmx1b (-1.61); Hoxd11 (-1.60); Hoxd1 (-1.60); Nkx2-1 (-1.60);Hnf1b (-1.59); Hoxc6 (-1.58); Irx6 (-1.58); Sebox (-1.57); Hhex (-1.55); Lhx4 (-1.54); Rhox12 (-1.54); Rhox2a (-1.53); Hoxc4 (-1.52); Tlx2 (-1.47); Rhox7 (-1.46); Hoxa9 (-1.44); ****Hoxa2 (-1.41);****Pdx1 (-1.40); Hoxb9 (-1.40); Esx1 (-1.39); Crx (-1.36) ; Hoxb7 (-1.36); Hoxa6 (-1.35); Arx (-1.33); Dux (-1.33); Lbxcor1 (-1.32); Gsx2 (-1.29); Hmx2 (-1.27); Hoxb2 (-1.27); Gbx1 (-1.26)*	45	2	1	42	43
Total		**107**	**8**	**11**	88	**99**

Genes are listed as being enriched in expression in molar or incisor, with fold changes in expression in parentheses. Genes already known from the literature to be expressed in teeth appear in bold, and those for which a differential expression was reported for the two tooth types are underlined. Additional columns summarize the literature survey, scoring genes previously described as expressed in developing teeth ("Known in teeth"), as differentially expressed in both tooth types ("Known as differentially expressed"), or "new" (i.e. not described in the literature: right-most column).

#### Quantitative RT-PCR analysis

Twelve of these 99 genes were selected for validation of the microarray data by quantitative RT-PCR (qRT-PCR). These were candidates from interesting signaling pathways: *Ihh* (from the hedgehog pathway), *Dll1* (from the Notch pathway), *Sfrp1* and *Sfrp2* (from the Wnt pathway), *Fgf12* (from the FGF pathway), *Bmp5* (from the TGFβ pathway/superfamily), *Cyp26c1* and *Cyp1b1* (encoding two retinoic acid-metabolizing enzymes), *Alx1* and *Shox2* (members of the homeobox gene superfamily). 

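On the arrays, *Fgf12* was higher in mandibular molars (log2 fold change 0.76, standard error 0.09, adjusted p = 0.000471; 0.76 within the first sample set). *Cyp26c1*, whose enzyme degrades retinoic acid, was higher in lower incisors (log2 fold change -1.74, standard error 0.13, adjusted p = 7.99e-06; -1.89 within the set). *Ihh* did not pass (log2 fold change -0.14, standard error 0.08, adjusted p = 0.372; -0.03 within the set). The Notch ligand gene *Dll1* was higher in incisors by a small margin (log2 fold change -0.27, standard error 0.07, adjusted p = 0.0555). It did not pass within the set (-0.20), and its adjusted p was 0.0127 to 0.196 with 1 sample left out, highest without lower incisor sample 3.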

We also decided to verify two genes known to be expressed in teeth and exhibiting a fold change higher than 2: *Smoc2* because we recently detected by in situ hybridization a differential expression between molars and incisors [41] and *Prkcq,* which belongs to the NFκB pathway (Table 1B). qRT-PCR was performed on RNA samples distinct from those used for microarray hybridization. 

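*Smoc2*, which encodes a calcium-binding matrix protein, had an array log2 signal of 10.23 ± 0.16 (SD, n = 8) in mandibular molars and 8.73 ± 0.15 (SD, n = 4) in lower incisors (log2 fold change 1.50, standard error 0.10, adjusted p = 1.62e-06). *Prkcq*, encoding protein kinase C theta, had 7.80 ± 0.17 (SD, n = 4) in incisors and 6.66 ± 0.30 (SD, n = 8) in molars (log2 fold change -1.14, standard error 0.15, adjusted p = 0.000939). Within the first sample set the log2 fold changes were 1.54 and -0.92.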

From these 12 genes, 10 were found to be differentially expressed between molar and incisors by qRT-PCR, in agreement with the microarray data (Figure 2). The two exceptions were *Ihh*, which did not exhibit differential expression, and *Dll1*, which displayed an opposite expression (molar > incisor, not statistically significant) when compared to the microarray data.

**Figure 2:**
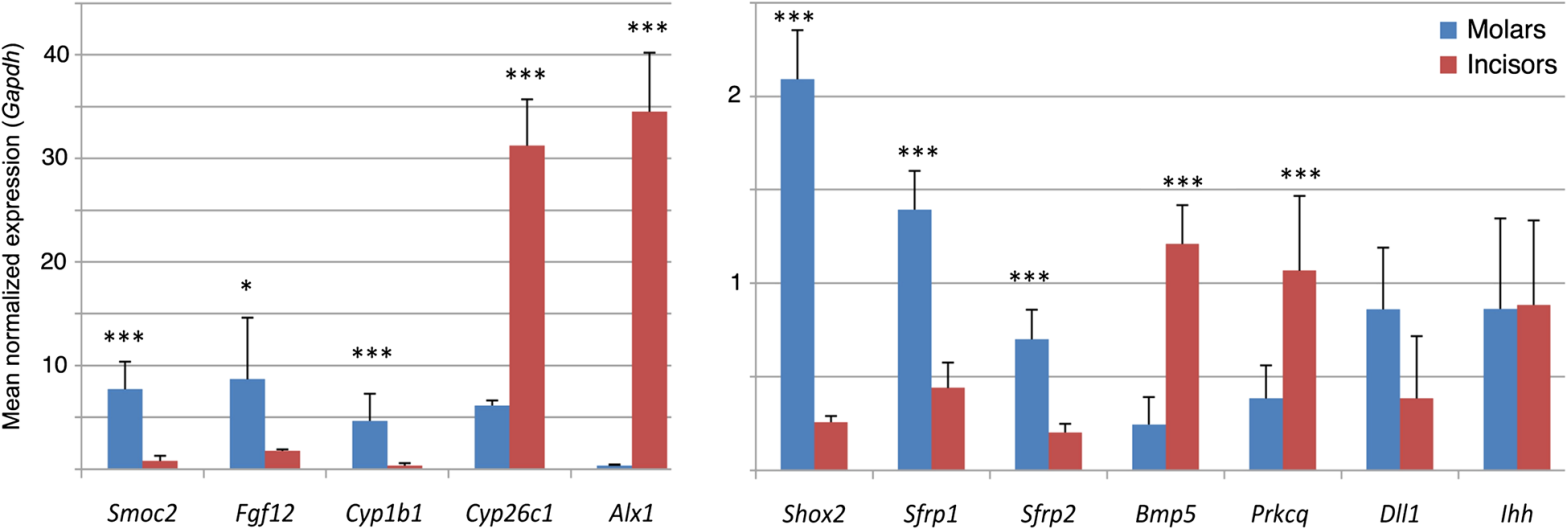
**Real-time quantitative RT-PCR analysis of genes selected for their differential expression between mandibular molars vs. lower incisors as detected by Affymetrix microarrays. **Histograms show expression levels in molars (blue) and incisors (red) as values normalized with respect to *Gapdh *expression. Data (mean ±SEM) were analyzed with Student t-test; ***p<0.001; **p<0.01; *p<0.05.

#### Gene network analysis

**Relevant networks when considering all genes with a fold change higher than 2 **To gain insight into interactions that may occur between the differentially expressed genes and/or proteins, we constructed biologically relevant networks using the Ingenuity pathway analysis software. From the 231 differentially expressed genes with a fold change higher than 2, 143 genes were mapped in nine networks. The most relevant network (score=48) was centered on the NFκB complex and contained 24 differentially expressed genes (Figure 3A). *Barx1, Dlx1, Sox2, Cited1, Nr2f1, Nr2f2, Vsnl1, Cxcl6, Dusp6, Has2, Lpl, Tfap2b, Rgs5, Sfrp1* and *Sfrp2* were more strongly expressed in mandibular molars than in incisors. 

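All 15 of these genes were higher in mandibular molars, and 14 passed within the first sample set, though the study chose them on these samples. *Sox2*, a transcription factor gene of the dental epithelium, had a log2 fold change of 1.47 (standard error 0.14) and *Cited1*, a transcriptional cofactor gene, 0.64 (standard error 0.10). The phosphatase gene *Dusp6*, a feedback target of ERK, had 1.13 (standard error 0.17), the G-protein regulator gene *Rgs5* 1.36 (standard error 0.19) and the lipase gene *Lpl* 0.76 (standard error 0.08). The chemokine gene given as Cxcl6 is *Cxcl5* on this mouse array and had 1.19 (standard error 0.12). *Vsnl1*, encoding a neuronal calcium sensor, was higher at 0.96 (standard error 0.24) but did not pass within the set (0.71), and its adjusted p was 0.0149 to 0.153 with 1 sample left out, highest without lower incisor sample 3. Of 25 NFκB targets and pathway genes, 5 were higher in molars (6 adjusted over the list alone), 2 within the set and 3 without lower incisor 1 or 3 or mandibular molar 5, 6 or 7, with a camera adjusted p of 0.0379. This p was 0.0618 within the set and 0.414 with an estimated correlation. *Vcam1*, an adhesion molecule gene, had 0.51 (standard error 0.10). None was lower with limma or the methods' t-test, and 1 was at an unadjusted p under 0.05.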

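Higher in lower incisors were the homeobox gene *Otx1* (log2 fold change -1.04, standard error 0.12, adjusted p = 0.000291), the metalloproteinase gene *Pappa* (log2 fold change -1.13, standard error 0.20, adjusted p = 0.00631) and, at low signals, *Rgs7* and the steroid hydroxylase gene *Cyp17a1*. *Otx1* and *Pappa* also passed within the first sample set, at -0.86 and -0.78. *Rgs7* had -0.60 (standard error 0.07) at mean log2 signals of 5.11 in incisors and 4.51 in mandibular molars, and no longer passed with values under 5 raised to 5. *Cyp17a1* had -0.27 (standard error 0.06), did not pass within the set (-0.27), and had an adjusted p of 0.0278 to 0.114 with 1 sample left out, highest without lower incisor sample 2. *Foxa3*, a forkhead transcription factor gene, did not pass (log2 fold change -0.08, standard error 0.07, adjusted p = 0.55).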

*Otx1, Isl1, Cyp2c19, Foxa3, Pappa, Rgs7, Rgs20, Cyp17a1* and *Sfrp4* were more expressed in incisors. This network highlighted two genes from the nuclear receptor superfamily (*Nr2f1* and *Nr2f2*, also known as COUP-TFI and II), both expressed at higher levels in molars. On the other hand, several genes from the *Sfrp* family were differentially expressed, with *Sfrp1* and *Sfrp2* being more expressed in mandibular molars and *Sfrp4* more expressed in incisors (Figure 3A). 

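*Nr2f2* lay at 10.37 ± 0.13 (SD, n = 8) in mandibular molars and 9.06 ± 0.18 (SD, n = 4) in lower incisors (log2 fold change 1.31, standard error 0.09, adjusted p = 3.38e-06), and *Nr2f1* at 8.40 ± 0.37 (SD, n = 8) and 6.59 ± 0.11 (SD, n = 4) (log2 fold change 1.81, standard error 0.17, adjusted p = 7.11e-05). Both encode orphan nuclear receptors. Within the first sample set their log2 fold changes were 1.34 and 2.00. Of 42 genes of the retinoic acid pathway, which include these receptors, 4 were higher and 4 lower in molars (5 and 6 adjusted over the list alone), with 4 and 2 within the set and a camera adjusted p of 0.165. *Aldh1a2*, whose enzyme synthesizes retinoic acid, was higher in molars at 1.12 (standard error 0.17) and 1.06 within the set.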

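*Sfrp1* had a log2 signal of 11.44 ± 0.34 (SD, n = 8) in mandibular molars and 9.71 ± 0.63 (SD, n = 4) in lower incisors (log2 fold change 1.73, standard error 0.25, adjusted p = 0.00145; 1.45 within the first sample set, where it passed). A further member of the family, *Frzb*, was higher in molars with less certainty (log2 fold change 0.84, standard error 0.21, adjusted p = 0.0518). It did not pass within the set (0.59), and its adjusted p was 0.0316 to 0.171 with 1 sample left out, highest without lower incisor sample 3.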

The second network (score=42) was centered on ERK1/2 and contained 22 differentially expressed genes (Figure 3B). *Hdac9, Entpd1, Ampa Receptor, Grp and Gria2* were expressed at higher levels in mandibular molars, whereas *Hand1, Hand2, Myocd, Cacna1d, Ppargc1a, C1qtnf2, Ptprr, Ace2, Nts, SSt, Alx3, Ins1, Glis3, Nlrp5, Dsc1, Tlx1* and *Reln* were preferentially expressed in lower incisors. 

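Of the genes named for this network, 5 of 5 measured on the molar side were higher in mandibular molars and 11 of 13 on the incisor side were higher in lower incisors, with 4 and 10 within the first sample set, chosen by the study on the same samples. The glutamate receptor genes *Gria1* and *Gria2* had log2 fold changes of 1.75 (standard error 0.15) and 1.03 (standard error 0.20). *Gria2* did not pass within the set (0.77). *Gria1* was taken for the entry that the paper's text gives as Ampa Receptor. The gastrin-releasing peptide gene *Grp*, the ectonucleotidase gene *Entpd1* and the histone deacetylase gene *Hdac9* had 1.06 (standard error 0.09), 1.23 (standard error 0.15) and 0.92 (standard error 0.11). Higher in incisors were the calcium channel gene *Cacna1d* (-1.49 (standard error 0.08)), the peptide genes *Nts* (-1.55 (standard error 0.15)) and *Sst* (-1.28 (standard error 0.17)), *Glis3* (-1.12 (standard error 0.14)), *Reln* (-0.88 (standard error 0.09)) and *Myocd* (-0.88 (standard error 0.12)), all also within the set. *C1qtnf2* was higher in incisors at -0.55 (standard error 0.12) but not within the set (-0.38). *Nlrp5* (-0.22 (standard error 0.08)) and *Ppargc1a* (-0.64 (standard error 0.21)) did not pass, although another probe set of *Ppargc1a* gave a different call. Of 14 feedback targets of ERK signalling 4 were higher in molars (6 adjusted over the list alone) and 2 within the set, with a camera adjusted p of 0.000691, or 0.414 with an estimated correlation. *Spry1*, which encodes a Sprouty inhibitor, had 0.55 (standard error 0.07). None of the 14 was lower with limma, by the methods' t-test or at an unadjusted p under 0.05.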

*Hand1* and *Hand2* were also preferentially expressed in the incisor area, as previously reported at E10.5 [44].

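The log2 signal of *Hand1* was 7.54 ± 0.41 (SD, n = 4) in lower incisors and 6.42 ± 0.09 (SD, n = 8) in mandibular molars. The molar value is near that of the maxillary molars, 6.29 ± 0.10 (SD, n = 4). *Hand2*, at a mean of 10.33 in incisors, lay at 6.48 ± 0.10 (SD, n = 4) in maxillary molars. Every incisor sample exceeded every molar sample for both genes.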

**Figure 3:**
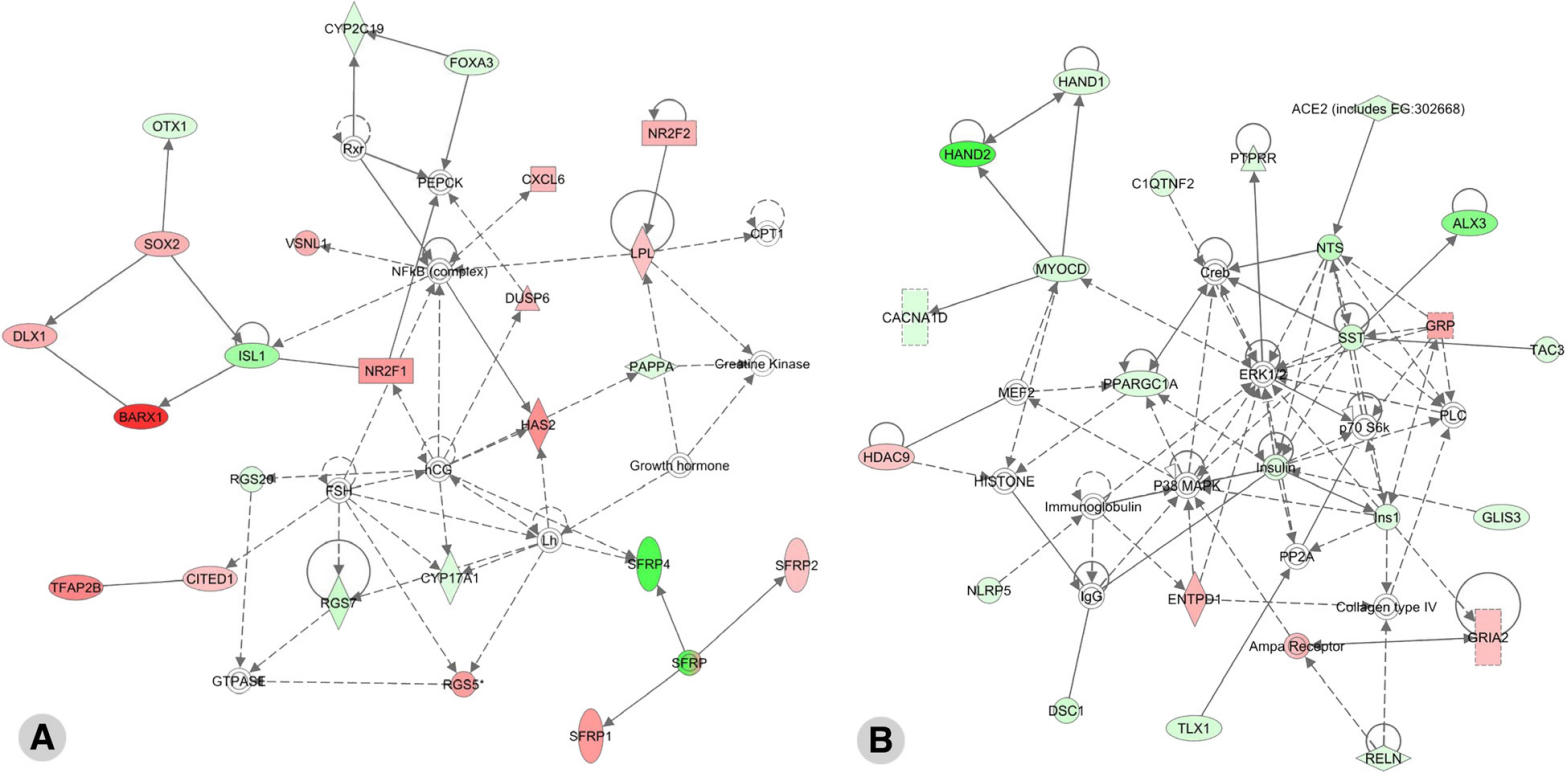
**Ingenuity pathway gene network analysis of incisor vs. molar expressed genes.** The two most significant gene networks identified in the Ingenuity pathway analysis of our microarray data are shown. These networks (see Results for details) are centered on the NFκB complex (**A**) and the ERK1/2 kinases (**B**). Many of the key genes highlighted in these networks are members of the ontology groups that include receptors, ligands and interacting proteins, and two families of transcription factors: homeodomain (homeobox encoded) proteins and nuclear receptors. The networks are displayed graphically as nodes (genes/gene products) and edges (biological relationships between the nodes). Differentially expressed genes are shown in two colors, the intensity of the colors reflecting the degree of enrichment in molar (red) versus incisor (green) tooth buds. Nodes are displayed using various shapes representing the functional class of the gene product (flat oval: transcription factor; tall oval: transmembrane receptor or interacting protein; losange: enzyme; triangle: kinase; rectangle: G protein-coupled receptor; circle: other). Interactions are depicted by arrows ("acts on", with dashed arrows indicating "indirect" interactions) or straight lines (binding only).

**Relevant networks when considering genes from selected pathways or families **From the 107 differentially expressed genes in the selected pathways, 50 genes were mapped in only 4 different networks involved in embryonic or tissue development (Additional file 3). The first network (score=24) contained 16 differentially expressed genes and was focused on *Six1,* a gene highly expressed in molars. This network contained two additional *Six* genes, *Six2* and *Six4,* also more expressed in molars, as well as *Six5,* which was not differentially expressed. It further contained *Irx4* and *6,* preferentially expressed in incisors, whereas *Irx2* was not differentially expressed. In this network we also found *Dlx1,* a gene preferentially expressed in molars, whereas *Dlx2* and *Dlx5* were not differentially expressed. 

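*Six4* lay at 9.13 ± 0.21 (SD, n = 8) in mandibular molars and 8.56 ± 0.33 (SD, n = 4) in lower incisors and was higher in molars (log2 fold change 0.57, standard error 0.14, adjusted p = 0.0511). It did not pass within the first sample set (0.42), and its adjusted p was 0.0157 to 0.189 with 1 sample left out, highest without lower incisor sample 3. *Six5*, at 9.54 ± 0.14 (SD, n = 8) and 9.60 ± 0.28 (SD, n = 4), did not pass (log2 fold change -0.06, standard error 0.11, adjusted p = 0.804).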

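*Irx2* had a log2 signal of 9.21 ± 0.33 (SD, n = 8) in mandibular molars and 9.14 ± 0.39 (SD, n = 4) in lower incisors, a log2 fold change of 0.07 (standard error 0.19) that did not pass (adjusted p = 0.866; -0.16 within the first sample set).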

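*Dlx1*, a distal-less homeobox gene, was higher in mandibular molars, at 9.96 ± 0.07 (SD, n = 8) against 8.56 ± 0.24 (SD, n = 4) in lower incisors (log2 fold change 1.40, standard error 0.09, adjusted p = 1.32e-06; 1.39 within the first sample set). *Dlx2* lay at 10.77 ± 0.33 (SD, n = 8) and 10.15 ± 0.34 (SD, n = 4), and did not pass within the set (0.42). *Dlx5* lay at 10.61 ± 0.44 (SD, n = 8) and 10.20 ± 0.42 (SD, n = 4) and did not pass (log2 fold change 0.42, standard error 0.24, adjusted p = 0.368; 0.04 within the set). Of 71 homeobox genes of jaws and teeth outside the Hox clusters, 12 were higher in molars and 13 in incisors (15 and 19 adjusted over the list alone), 8 and 8 within the set, with a camera adjusted p of 0.122. *Pax9*, a paired-box gene of the dental mesenchyme, was higher in molars (1.14 (standard error 0.12)).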

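*Wnt11*, a Wnt ligand gene, was higher in lower incisors (log2 fold change -0.47, standard error 0.07, adjusted p = 0.00274; -0.41 within the first sample set, where it passed). The homeobox genes *Hmx2*, *Gsx2* and *Crx* had log2 fold changes of -0.10 (standard error 0.07), 0.00 (standard error 0.07) and -0.09 (standard error 0.06) and did not pass. Their mean log2 signals in incisors were 7.72, 5.84 and 5.14.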

*Hmx2, Arx, Gsx2, Crx* and *Wnt11* were more expressed in incisors. Some Hox genes appeared in this network. 

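*Hoxd8* and *Hoxc13* were higher in lower incisors than in mandibular molars at low signals. *Hoxd8* lay at 6.11 ± 0.14 (SD, n = 4) in incisors and 5.59 ± 0.16 (SD, n = 8) in molars (log2 fold change -0.51, standard error 0.09, adjusted p = 0.00766), and *Hoxc13* at 5.62 ± 0.15 (SD, n = 4) and 5.27 ± 0.10 (SD, n = 8) (log2 fold change -0.34, standard error 0.07, adjusted p = 0.0229). Neither passed within the first sample set (-0.41 and -0.38). *Hoxd4* and *Hoxd11* had -0.30 (standard error 0.09) and -0.25 (standard error 0.09) and did not pass, with -0.31 and -0.12 within the set. Over the 33 Hox genes kept, 2 were higher in incisors (3 adjusted over the list alone), 31 had a negative log2 fold change and the median was -0.10, or -0.05 within the set. None was higher in molars with limma, by the methods' t-test or at an unadjusted p under 0.05. Camera gave an adjusted p of 0.000105 for the Hox genes. It gave 3.16e-08 for 291 olfactory, vomeronasal and taste receptor genes, which are not known to be expressed in tooth germs, and with an estimated correlation 0.414 for both lists. Of these receptors 262 were negative with a median of -0.09, and 2 passed as higher in incisors, none when adjusted over the list alone. Without mandibular molar 2, mandibular molar 3 and lower incisor 4 the receptors that passed were 6, 5 and 16. Of 7 Rhox genes none passed with limma or the methods' t-test, 2 were lower in molars at an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone.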

Hox genes were classically considered as being not expressed in the maxillo-mandibular region, which derives from the first embryonic branchial arch [26], but recent expression studies have revealed expression of some Hox genes in specific developing tooth compartments [27]. This network also contained genes known to act during tooth development, like *Bmp4* or *Fgf10,* but these were not differentially expressed.

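*Fgf10*, a mesenchymal signal of tooth germs, lay at 8.49 ± 0.13 (SD, n = 8) in mandibular molars and 8.56 ± 0.08 (SD, n = 4) in lower incisors and did not pass (log2 fold change -0.07, standard error 0.07, adjusted p = 0.624). *Shh*, the epithelial signal of the enamel knot, had 0.15 (standard error 0.35) with an adjusted p of 0.836, and -0.35 within the first sample set. Of 33 genes of the enamel knot and dental epithelium 5 were higher in molars and 3 in incisors (7 and 5 adjusted over the list alone), but 2 and 1 within the set, and 10 higher without mandibular molar 2, with a camera adjusted p of 0.132. Of 26 dental mesenchyme genes, some of which the study named from these samples, 8 were higher in molars and 4 in incisors (the same counts adjusted over the list alone), against 5 and 5 within the set, with a camera adjusted p of 0.132.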

The second network (score=20) contained 14 differentially expressed genes and was centered on *Shox2,* a homeobox gene known to be expressed in teeth at E14.5 (Additional file 3). Only this gene and *Sfrp2* were more expressed in molars in this network. 

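*Shox2* had a log2 signal of 9.22 ± 0.12 (SD, n = 8) in mandibular molars and 7.52 ± 0.18 (SD, n = 4) in lower incisors (log2 fold change 1.71, standard error 0.09, adjusted p = 2.75e-07; 1.72 within the first sample set). Its level in maxillary molars was 9.26 ± 0.05 (SD, n = 4), close to that in mandibular molars.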

All others genes like *Tlx2, Brtc, Cer1, Hhex*, or *Lmx1b,* were preferentially expressed in incisors. This nework also contained genes known to be involved in odontogenesis, like *Runx2* and *Pitx2*, and which were not differentially expressed. 

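*Lmx1b*, a LIM-homeobox gene, was higher in lower incisors (log2 fold change -0.31, standard error 0.06, adjusted p = 0.00969), but did not pass within the first sample set (-0.28). *Btrc*, which encodes a ubiquitin ligase subunit, *Cer1* and *Hhex* had log2 fold changes of -0.09 (standard error 0.06), -0.09 (standard error 0.06) and 0.25 (standard error 0.09) and did not pass. The mean log2 signal of *Cer1* in incisors was 5.51. Of the genes that the text names as higher in incisors in these networks, 3 of 11 measured passed as higher in incisors, and 2 within the set.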

The third network was centered on *Pparg* (encoding PPARγ, a member of the nuclear receptor superfamily) and all molecules from this network were more highly expressed in incisors except one nuclear receptor gene, *Nr2f2* (encoding COUP-TFII). The fourth network was centered on *fos* and contained several genes from the retinoic acid pathway preferentially expressed in incisors (Additional file 3).

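Of the retinoic acid genes listed for lower incisors in Table 2, *Rarres2* was higher in incisors beside the enzyme gene already given (log2 fold change -0.30, standard error 0.09, adjusted p = 0.0852). It did not pass within the first sample set (-0.18), and its adjusted p was 0.0553 to 0.225 with 1 sample left out, highest without lower incisor sample 2. The dehydrogenase genes *Rdh9*, *Rdh8*, *Aldh1b1* and *Adh7* had log2 fold changes of -0.18 (standard error 0.09), -0.07 (standard error 0.08), -0.22 (standard error 0.08) and -0.24 (standard error 0.05). The value of *Adh7* had an adjusted p of 0.013 but lay under a fold change of 1.2, and the other 3 did not pass on either threshold.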

### Expression profiling of lower versus upper molars

#### Genes with a fold change higher than 2

We found 96 genes differentially expressed between mandibular and maxillary molars with a fold change higher than 2 (Table 3; Additional file 4 for a full list). 

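*Myh3*, which encodes embryonic myosin heavy chain, was higher in mandibular than in maxillary molars (log2 fold change 2.14, standard error 0.29, adjusted p = 0.00255; 1.96 within the second sample set), and so was the titin gene *Ttn* (log2 fold change 1.62, standard error 0.28, adjusted p = 0.0133; 1.35). Of 46 skeletal muscle genes 26 were higher in mandibular molars (44 adjusted over the list alone, and 15 by the methods' t-test). All 46 had a positive log2 fold change, with a median of 0.68. Within the second set 12 passed, with a median of 0.52, and 9, 10, 13 and 15 passed without maxillary molar 1, 2, 3 and 4. The nebulin gene *Neb*, the myosin light chain gene *Myl4* and the desmin gene *Des* had 1.49 (standard error 0.26), 1.37 (standard error 0.23) and 1.19 (standard error 0.22). The cardiac actin gene *Actc1* had 1.81 (standard error 0.34) and did not pass within the set (1.55). *Dpt*, encoding the matrix protein dermatopontin, had the largest value of a gene in this direction, 2.55 (standard error 0.43), and did not pass within the set (2.09). Higher in maxillary molars were the bile acid transporter family gene *Slc10a4* (-1.45 (standard error 0.13)), the noncoding gene *Pantr1* (-1.41 (standard error 0.10)), its neighbour *Pou3f3*, a POU transcription factor gene (-1.31 (standard error 0.15)), and *Rtn4rl1* (-1.40 (standard error 0.18)), all also within the set. In all, 29 probe sets were higher in mandibular and 28 in maxillary molars among 29068 kept, and 13 and 18 within the second set. With maxillary molar 1, 2 or 3 left out alone the mandibular count was 14, 18 and 15. Camera with its preset correlation gave an adjusted p of 1.27e-28 for the muscle genes, and 0.67 with an estimated correlation, with which no list of this comparison passed.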

The gene with highest expression in maxillary molars was *Cyp26c1*, a gene previously shown to be expressed in teeth [63] and found to be also differentially expressed between molars and incisors in our microarray analysis. 

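*Cyp26c1* lay at 9.63 ± 0.17 (SD, n = 4) in maxillary molars, 9.17 ± 0.23 (SD, n = 4) in lower incisors and 7.43 ± 0.23 (SD, n = 8) in mandibular molars. Its log2 fold change between mandibular and maxillary molars was -2.20 (standard error 0.12) (adjusted p = 1.94e-06), and -2.05 within the second sample set. *Nmbr* had a slightly larger fold change, -2.26 (standard error 0.10), and -2.17 within the set. Of 41 genes of the retinoic acid pathway 6 were higher in maxillary and 2 in mandibular molars (8 and 3 adjusted over the list alone). Within the set 5 were higher in maxillary molars, and none passed as higher in mandibular molars with limma, with 2 at an unadjusted p under 0.05. The median log2 fold change of 0.04 differed in sign from the camera result (adjusted p = 0.234). Within the set camera gave an adjusted p of 0.0394 in the direction of maxillary molars, and 0.339 with an estimated correlation. *Cyp26a1*, of a related retinoic acid hydroxylase, was higher in maxillary molars (-0.90 (standard error 0.11); -0.79 within the set).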

The *Nefl* gene, responsible for Charcot Marie Tooth disease, was the most highly enriched in mandibular molars (Table 3A). 

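*Nefl*, which encodes the light neurofilament subunit, lay at 8.75 ± 0.51 (SD, n = 8) in mandibular and 6.53 ± 0.25 (SD, n = 4) in maxillary molars (log2 fold change 2.22, standard error 0.25, adjusted p = 0.000802; 1.83 within the second sample set). *Nefm*, of the medium subunit, was higher in mandibular molars with less certainty (log2 fold change 0.97, standard error 0.25, adjusted p = 0.0873). It passed within the set at 0.50, while its adjusted p was 0.0561 to 0.266 with 1 sample left out, highest without maxillary molar sample 2, and exceeded 0.1 without any 1 of mandibular molars 1 to 4 or of the maxillary samples. Of 30 neuron genes 3 were higher and 1 lower in mandibular molars, also when adjusted over the list alone and within the set, with a median of 0.10 and a camera adjusted p of 0.0992. *Stmn2*, encoding a growth-associated protein of neurons, had -0.21 (standard error 0.17) and did not pass. Of 11 genes of Schwann cells and neural crest glia none passed with limma, by the methods' t-test or at an unadjusted p under 0.05.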

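*Nkx2-3*, an NK2 homeobox gene, had a log2 signal of 8.28 ± 0.16 (SD, n = 8) in mandibular molars, 6.61 ± 0.07 (SD, n = 4) in maxillary molars and 7.96 ± 0.22 (SD, n = 4) in lower incisors. Its log2 fold change between mandibular and maxillary molars was 1.67 (standard error 0.08) with an adjusted p of 7.21e-07, and 1.71 within the second sample set. All 8 mandibular samples lay above all 4 maxillary samples.

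**Figure D2:**
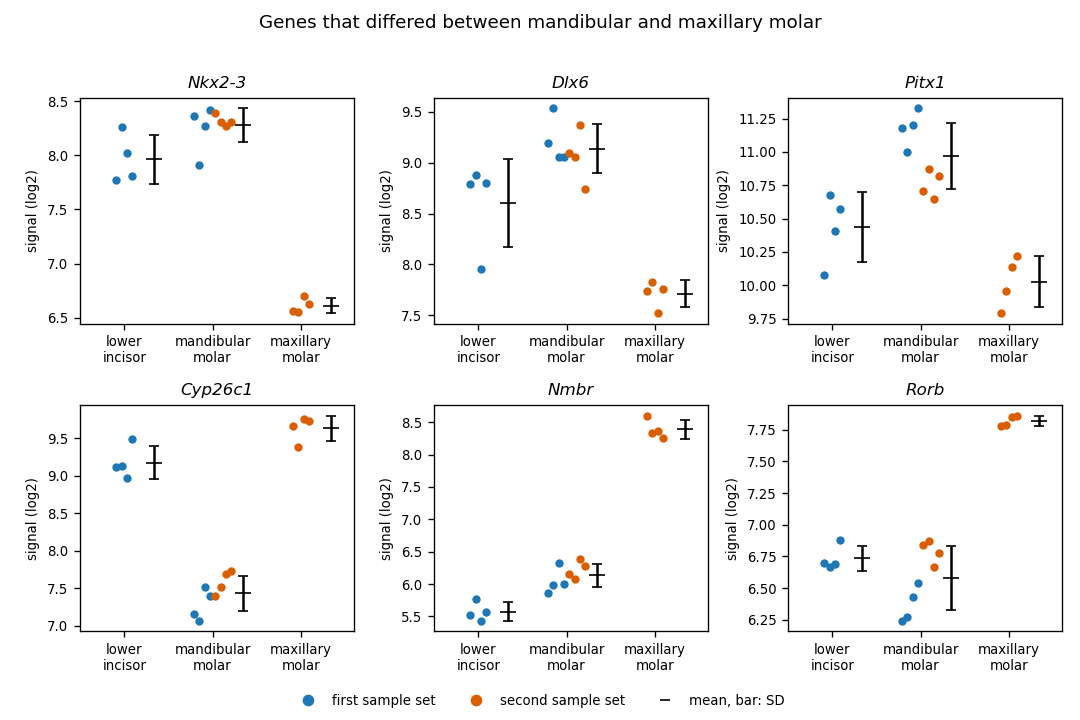
Log2 signal of 6 genes in lower incisors, mandibular molars and maxillary molars, 1 point per sample, with the mean and SD as a bar and the first sample set in blue and the second in orange. *Nkx2-3*, *Dlx6* and *Pitx1* lie lower in maxillary molars, with means of 6.61, 7.71 and 10.03, and *Cyp26c1*, *Nmbr* and *Rorb* lie higher than in mandibular molars.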

*Nkx2-3* had already been reported in the literature as differentially expressed between the two tooth types [69] (Table 3A). Examination of *Nkx2-3* null mice revealed defects in maturation and cellular organization of the sublingual glands. Furthermore, cusps were absent from mandibular molars and the third molar was occasionally missing [69].

**Table 3:** Overview of genes differentially expressed between lower (mandibular) and upper (maxillary) molars

**A**	**Genes**	**Fold change**	**P-value**	**Known in teeth**	**Known as differentially expressed**	**References**
**Enriched in lower molars**	*Nefl*	6.28	1.68E-08	No	No	
	*Ostn*	4.12	6.22E-06	No	No	
	*Nkx2-3*	3.97	5.32E-10	Yes	Yes	[69]
	*Tnnt1*	3.19	9.08E-08	No	No	
	*Chrna1*	3.04	4.47E-06	No	No	
	*Nefm*	3.01	1.54E-08	No	No	
	*Myf5*	2.94	7.14E-09	No	No	
	*Klhl31*	2.92	4.58E-08	No	No	
	*Plac8*	2.91	4.68E-09	No	No	
	*Synpo2l*	2.87	3.71E-08	No	No	
**Enriched in upper molars**	*Naalad2*	-2.21	6.48E-09	No	No	
	*Kcnb2*	-2.29	1.42E-06	No	No	
	*Itga8*	-2.34	4.57E-08	No	No	
	*Atp6*	-2.84	1.26E-07	No	No	
	*Alx1*	-2.85	2.50E-08	No	No	
	*Gabrb2*	-3.06	7.32E-09	No	No	
	*Ndst4*	-3.48	4.21E-06	No	No	
	*Pla2g7*	-3.99	1.34E-08	No	No	
	*Nmbr*	-4.25	5.52E-10	No	No	
	*Cyp26c1*	-5.04	1.74E-10	Yes	No	[63]
**B**						
**Enriched in lower molars**	*Dlx6*	2.76	1.01E-07	Yes	No	[70]
	*Gsc*	2.21	1.31E-06	Yes	No	[71]
	*Pitx1*	2.19	6.09E-08	Yes	Yes	[19]
	*Prkcq*	2.15	6.71E-07	Yes	No	[61]
	*Barx2*	2.00	3.47E-07	Yes	No	[72]
	*Lhx9*	1.86	1.12E-06	No	No	
	*Nkx6-1*	1.62	4.43E-08	No	No	
	*Lhx1*	1.48	2.87E-06	No	No	
	*Msx3*	1.43	8.33E-07	No	No	
	*Nkx2-1*	1.40	1.84E-06	No	No	
**Enriched in upper molars**	*Gli1*	-1.34	6.21E-07	Yes	No	[73]
	*Dlx1*	-1.36	2.18E-06	Yes	No	[71]
	*Lhx8*	-1.48	2.57E-06	Yes	No	[51]

As for Table 1, this table is organized in two sections showing: (A) The top ten genes showing highest expression in mandibular (lower) molars (positive values) or maxillary (upper) molars (negative values); (B) examples of genes known from the literature as being expressed in developing teeth, only a minority being described as differentially expressed in upper vs. lower molars ("Known as differentially expressed"), or not described in the literature. Among the top ten genes, only two were known to be expressed in developing teeth. 

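Of the mandibular genes of Table 3A, 9 of 10 were higher in mandibular molars, against 6 within the second sample set, and all 9 measured maxillary genes were higher in maxillary molars, also within the set. The study chose them on these samples. The muscle genes *Tnnt1* and *Myf5* had log2 fold changes of 0.77 (standard error 0.14) and 0.68 (standard error 0.13) and passed within the set at 0.63 and 0.48. *Chrna1*, an acetylcholine receptor gene of muscle, had 1.02 (standard error 0.20) and an adjusted p of 0.0127 to 0.106 with 1 sample left out, highest without maxillary molar sample 1. The secreted musclin gene *Ostn*, the muscle gene *Klhl31* and *Plac8* had 1.05 (standard error 0.26), 0.67 (standard error 0.16) and 0.62 (standard error 0.14), and did not pass within the set (0.83, 0.51 and 0.42). With 1 sample left out their adjusted p values were 0.0204 to 0.217, 0.038 to 0.234 and 0.0452 to 0.168, highest without maxillary molar sample 2, 2 and 4. *Synpo2l* did not pass (log2 fold change 0.41, standard error 0.11, adjusted p = 0.109). On the maxillary side the phospholipase gene *Pla2g7* had -1.91 (standard error 0.18), the sulfotransferase gene *Ndst4* -1.55 (standard error 0.20), the potassium channel gene *Kcnb2* -1.06 (standard error 0.11), *Naalad2* -1.07 (standard error 0.09) and the GABA-A receptor gene *Gabrb2* -1.14 (standard error 0.08), with -1.87 for another probe set of this gene. Of 22 GABA-A and ionotropic glutamate receptor genes 8 were higher in maxillary molars (11 adjusted over the list alone), against 4 within the set, with a median of -0.32 and a camera adjusted p of 1.65e-06, or 0.408 with an estimated correlation. None was higher in mandibular molars with limma or the methods' t-test in the main analysis, and 1 was at an unadjusted p under 0.05. The methods' t-test gave 4 higher in maxillary molars. Within the set the median was -0.16. Without maxillary molar 1, 2, 3 or 4 the count higher in maxillary molars was 5, 4, 5 and 4. Without maxillary molar 3 or 4, 1 gene was higher in mandibular molars. Of these 22 genes 8 were lower in mandibular molars 1 to 4 than in 5 to 8. *Gria1* had -0.96 (standard error 0.14). The receptor list is not independent of the study, which placed *Gabrb2* in Table 3A on these samples.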

For a complete list of differentially expressed genes (with fold changes > 2 or < -2), see Additional file 4.

Other genes previously described as acting during odontogenesis were identified as being differentially expressed in our microarray analysis. Seven of them were expressed with a fold change higher than 2 (Table 3B). Among these, *Pitx1* had already been described as being differentially expressed between upper and lower molars [19]. 

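*Pitx1*, a paired-like homeobox gene of the mandibular arch, lay at 10.97 ± 0.25 (SD, n = 8) in mandibular and 10.03 ± 0.19 (SD, n = 4) in maxillary molars (log2 fold change 0.94, standard error 0.13, adjusted p = 0.00357; 0.73 within the second sample set). *Dlx6*, a distal-less homeobox gene of the lower jaw, was higher in mandibular molars (log2 fold change 1.43, standard error 0.12, adjusted p = 8.18e-05; 1.36 within the set), and the homeobox gene *Gsc* as well (log2 fold change 0.82, standard error 0.12, adjusted p = 0.00524; 0.70). *Barx2* did not pass (log2 fold change 0.52, standard error 0.17, adjusted p = 0.178; 0.22). Of the genes of Table 3B, chosen on these samples, 5 of 10 on the mandibular side were higher in mandibular molars, with 5 passing within the set, and 2 of 3 on the maxillary side were higher in maxillary molars, against 1 within the set.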

Inactivation of the *Pitx1* gene in mice affected mandibular tooth morphogenesis [19].

Among the “new” genes unravelled by our microarray analysis, several belong to gene families with other members known to act during odontogenesis. 

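*Lhx9*, a LIM-homeobox gene, was higher in mandibular molars, at 6.54 ± 0.16 (SD, n = 8) against 5.96 ± 0.15 (SD, n = 4) in maxillary molars (log2 fold change 0.58, standard error 0.09, adjusted p = 0.00789; 0.64 within the second sample set). *Lhx1* lay at 6.07 ± 0.09 (SD, n = 8) and 5.92 ± 0.05 (SD, n = 4) and did not pass (log2 fold change 0.14, standard error 0.06, adjusted p = 0.239). *Lhx6* and *Lhx8* were higher in maxillary molars by smaller amounts, -0.51 (standard error 0.11) and -0.27 (standard error 0.06). Neither passed within the set (-0.39 and -0.26), and with 1 sample left out their adjusted p values were 0.0326 to 0.188 and 0.0381 to 0.203, both highest without maxillary molar sample 1.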

*Lhx1* and *Lhx9* were identified as displaying enriched expression in mandibular molars (Table 3B). Their paralogues *Lhx6* and *Lhx7* are implicated in tooth patterning at E10.5 [46]. *Lhx6/7* double mutant embryos lacked molar teeth. Despite molar agenesis, *Lhx6/7*-deficient animals had normal incisors which, in the maxilla, were flanked by a supernumerary pair of incisor-like teeth [74]. 

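*Nkx6-1* and *Nkx2-1* had low signals in all tooth types. *Nkx6-1* lay at 6.72 ± 0.16 (SD, n = 8) in mandibular and 6.59 ± 0.06 (SD, n = 4) in maxillary molars, a log2 fold change of 0.13 (standard error 0.08) that did not pass (adjusted p = 0.408; 0.00 within the second sample set). *Nkx2-1* lay at 6.07 ± 0.08 (SD, n = 8) and 5.92 ± 0.04 (SD, n = 4) and did not pass either (log2 fold change 0.16, standard error 0.05, adjusted p = 0.178).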

*Nkx6-1* and *Nkx2-1* appeared interesting as their paralogue *Nkx2-3* is already known to be differentially expressed between mandibular and maxillary molars [69]. 

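*Msx3*, a muscle segment homeobox gene, lay at 6.21 ± 0.15 (SD, n = 8) in mandibular molars and 6.01 ± 0.08 (SD, n = 4) in maxillary molars. Its log2 fold change of 0.19 (standard error 0.08) did not pass (adjusted p = 0.256), and within the second sample set it was 0.08.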

*Msx3* was identified as being enriched in mandibular molars; its homologues *Msx1* and *Msx2* are known to play a role in mouse dentition patterning at E10.5 [75]. *Alx1*, which was differentially expressed in mandibular molars vs. incisors in our microarray analysis, was also found to be expressed at higher levels in maxillary molars (Table 3A).

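*Alx1* had a log2 signal of 8.60 ± 0.17 (SD, n = 4) in maxillary molars, between its levels in mandibular molars and lower incisors. Its log2 fold change between mandibular and maxillary molars was -1.68 (standard error 0.11) (adjusted p = 5.99e-06), and -1.66 within the second sample set. *Alx4* had 0.47 (standard error 0.29) in this comparison and did not pass. *Hpse2* was also higher in maxillary than in mandibular molars (-0.69 (standard error 0.07)).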

#### Genes from selected pathways or families

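At a fold change above 1.2, 293 probe sets were higher in mandibular and 342 in maxillary molars, against 155 and 213 in the smaller comparison within the second sample set. With maxillary molar 1, 2, 3 or 4 left out alone the mandibular count was 99, 101, 164 and 192, with maxillary molar 1, 2 or 3 the maxillary count was 177, 165 and 214, and without mandibular molar 3 the mandibular count was 195. The paper states a p-value under 0.1 for this comparison. With an unadjusted p under 0.1, an alternative chosen after seeing the data, 1014 and 1498 passed with limma, and 929 and 1304 by the methods' t-test. *Chrdl1*, which encodes a BMP antagonist, was higher in maxillary molars (-1.16 (standard error 0.15)), as was the BMP transducer gene *Smad9* (-0.48 (standard error 0.07)), and the growth factor gene *Gdf10* was higher in mandibular molars (0.64 (standard error 0.12)). Of 69 TGFβ/BMP genes 2 were higher in mandibular and 4 in maxillary molars, of 76 Wnt genes 4 and 3, and of 37 Notch genes 2 and 1. Of 29 FGF genes 2 were higher in mandibular molars, and none was lower with limma or the methods' t-test, with 5 at an unadjusted p under 0.05. *Spry2*, among 2 of 14 ERK feedback targets higher in mandibular molars, had 0.41 (standard error 0.07). *Gas1*, which encodes a Hedgehog co-receptor, was the 1 of 20 Hedgehog genes that passed (0.44 (standard error 0.08)). Of 71 jaw and tooth homeobox genes 6 were higher in mandibular and 8 in maxillary molars. The mandibular and maxillary counts adjusted over the list alone were 4 and 5 for TGFβ/BMP, 10 and 8 for Wnt, 3 and 2 for Notch, 6 and 3 for FGF, 2 and 0 for the ERK targets, 1 and 3 for Hedgehog, and 14 and 13 for the homeobox genes. Within the set they were 1 and 2 for TGFβ/BMP, 2 and 2 for Wnt and 6 and 6 for the homeobox genes. Without mandibular molar 6 or 7 the homeobox genes higher in mandibular molars were 10 and 10. *Six2*, a homeobox gene of molar mesenchyme, was higher in maxillary molars (-0.81 (standard error 0.11); -0.71 within the set) but did not pass with the sample set as a block, an alternative chosen after seeing the data. Camera gave no adjusted p under 0.05 for these 7 lists, the lowest being 0.178 for the homeobox genes, and its direction was opposite in sign to the median for TGFβ/BMP (0.02) and Hedgehog (0.00).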

Among the 2070 genes with a fold change higher than 1.2 and a p-value lower than 0.1 in mandibular vs. maxillary molars, 61 belonged to the pathways or families selected for further analysis (Table 4). Only nine genes were known to be expressed in teeth (Table 4, in bold), four of these being reported to be differentially expressed betwen the two tooth types (Table 4, underlined). Fifty-three genes had not yet been described as being expressed or acting during odontogenesis. 

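Of the mandibular genes of Table 4, the homeobox genes were higher in mandibular molars in 5 of 27 kept, also 5 within the second sample set, the Notch genes in 2 of 4 and the FGF genes in 1 of 2. Of the 5 retinoic acid genes listed there 1 was higher in mandibular and 1 in maxillary molars. The 8 Wnt genes did not pass with limma or the methods' t-test, 4 being higher in mandibular molars at an unadjusted p under 0.05 and 1 when adjusted over the list alone. All 3 retinoic acid genes and all 3 homeobox genes on the maxillary side were higher in maxillary molars, against 3 and 2 within the set. These lists were chosen by the study on the same samples. *Dll1* was higher in mandibular molars (log2 fold change 0.34, standard error 0.06, adjusted p = 0.0188; 0.28 within the set). *Aldh1a1*, encoding a retinaldehyde dehydrogenase, was higher in maxillary molars (log2 fold change -0.76, standard error 0.09, adjusted p = 0.00106; -0.85). *Camk2a* and *Camk2b*, of a calcium-dependent kinase, had 0.24 (standard error 0.07) and 0.25 (standard error 0.07), and *Fzd8* 0.50 (standard error 0.15), with 0.23, 0.13 and 0.22 within the set. Over the 32 Hox genes kept none passed with limma or the methods' t-test, 8 were higher in mandibular molars at an unadjusted p under 0.05, and the median was 0.10 with a camera adjusted p of 0.000768. Within the set this p was 0.082, and with an estimated correlation 0.744. The olfactory, vomeronasal and taste receptors had a median of 0.08 over 271 genes and a camera adjusted p of 2.71e-05, or 0.744 with an estimated correlation.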

In total we found 58 new genes not known to be differentially expressed between the two tooth types.

**Table 4:** Overview of genes belonging to selected signaling pathways (FGF, TGFβ/BMP, Wnt, Hedgehog, Retinoic acid, Notch) or to the homeobox gene superfamily, showing differential expression in mandibular (inferior) versus maxillary (superior) molars

**Pathway/Family**	**Gene names (fold change)**	**Number of genes**	**Differentially expressed in teeth**	**Not known to be differentially expressed in teeth**	**New genes in teeth**	**Total new genes and new differentially expressed genes**
FGF: lower molars	Fgfr4 (2.58); *Fgf16 (1.86)*	2	0	0	2	2
TGFβ: lower molars	*Amhr2 (1.68); Acvr2b (1.26)*	2	0	1	1	2
TGFβ: upper molars	*Smad9 (-1.53)*	1	0	0	1	1
Wnt: lower molars	*Camk2a (1.83); Fzd8 (1.67); Wnt9b (1.55); Camk2b (1.50); Wnt11 (1.39); Plcb2(1.39); Fzd5 (1.29); Cer1 (1.26)*	8	0	0	8	8
Wnt: upper molars	*Vangl1 (-1.22)*	1	0	0	1	1
Hedgehog: upper molars	***Gli1 (-1.34)***	1	1	0	0	0
Retinoic acid: lower molars	*Rorb (2.09); Rbp2 (1.59); Crabp2 (1.58); Polr2l (1.37);Rdh8 (1.27)*	5	0	0	5	5
Retinoic acid: upper molars	***Cyp26c1 (-5.04);****Aldh1a1 (-1.98); Dhrs3 (-1.51)*	3	0	1	2	3
Notch: lower molars	*Dtx4 (1.81); Dll1 (1.41); Rfng (1.31); Dll3 (1.36)*	4	0	0	4	4
Homeobox genes: lower molars	***Nkx2-3 (3.97).Dlx6 (2.76); Pitx1 (2.18) ;Gsc (2.21); Barx2 (2.01);****Hoxa7 (1.91); Lhx9 (1.86); Rhox11 (1.82); Hoxb7 (1.78); Vsx1 (1.69); Phox2b (1.68); Hoxa6 (1.67); Rhox4f (1.65); Nkx6-1 (1.62); Hoxb9 (1.57); Hoxa10 (1.55); Tgif2 (1.53); Lhx1 (1.48); Hmx1 (1.47); Hoxa3 (1.47); Hoxb2 (1.46); Hoxc12 (1.43); Prox2 (1.43); Msx3 (1.43); Gsx1 (1.42); Mixl1 (1.40); Nkx2-1 (1.40); Hoxd8 (1.39); Gbx1 (1.38); Hmx2 (1.36); Lmx1a (1.34); Rhoxa2 (1.23)*	32	3	2	27	29
Homeobox genes: upper molars	*Alx1 (-2.85);****Lhx8 (-1.48); Dlx1 (-1.36)***	3	1	1	1	2
Total		**62**	**4**	**5**	53	**58**

Fold changes in expression are indicated in parentheses. As in Table 2, genes known from the literature to be expressed in teeth appear in bold, and those for which a differential expression was reported are underlined. Additional columns scoring the genes previously described as being expressed in developing teeth ("Known in teeth"), as being differentially expressed in both molar types ("Known as differentially expressed"), or "new" (not previously described).

#### Quantitative RT-PCR analysis

To further validate our microarray experiments, a subset of 10 genes were selected for quantitative RT-PCR analysis. We focused our analysis on genes encoding known signaling molecules or their effectors: *Wnt11*, the FGF receptor gene *Fgfr4*, *Gli1* (an effector of the Hedgehog pathway), and *Dll1* (Delta-like 1) acting in the Notch pathway. We also chose the *Rorb* and *Cyp26c1* genes from the retinoic acid signaling pathway, and *Alx1* as a homeobox gene. We further decided to analyze one of the integrin genes (*Itga8*) identified as being differentially expressed, *Prkcq* (which was also found as differentially expressed between incisor and molar; see above), and *Adamtsl3*. 

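On the arrays, *Itga8*, which encodes an integrin alpha subunit, was higher in maxillary molars, at 9.76 ± 0.07 (SD, n = 4) against 8.61 ± 0.28 (SD, n = 8) in mandibular molars (log2 fold change -1.15, standard error 0.13, adjusted p = 0.000977; -0.95 within the second sample set). *Adamtsl3*, of an ADAMTS-like matrix protein, was higher in mandibular molars, at 7.50 ± 0.23 (SD, n = 8) against 6.42 ± 0.22 (SD, n = 4) (log2 fold change 1.08, standard error 0.13, adjusted p = 0.00118; 1.04 within the set). *Prkcq* was higher in mandibular molars with less certainty (log2 fold change 0.66, standard error 0.14, adjusted p = 0.0458). It passed within the set at 0.43, and its adjusted p was 0.0264 to 0.161 with 1 sample left out, over 0.1 without any 1 of the maxillary samples and highest without sample 1.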

Among the ten genes analyzed by qRT-PCR, eight were confirmed to be differentially expressed as detected by microarray analysis (Figure 4), whereas two (*Gli1* and *Wnt11*) were not found to be differentially expressed.

**Figure 4:**
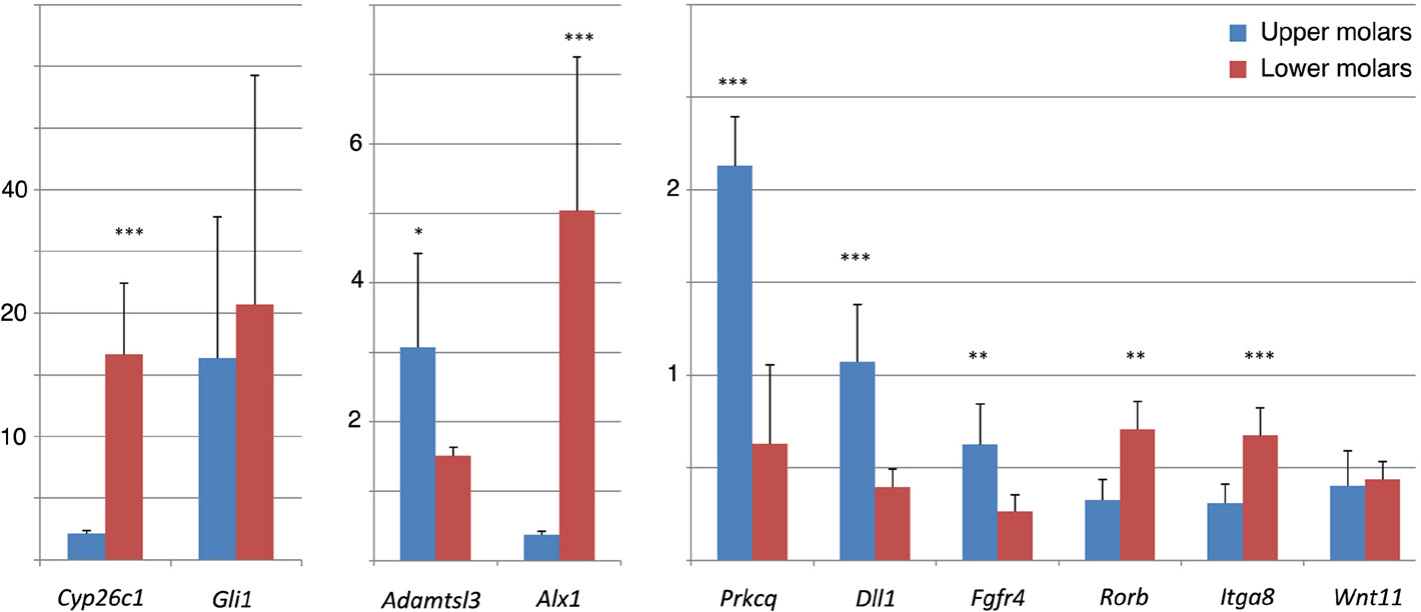
**Real-time quantitative RT-PCR analysis of genes selected for their differential expression between mandibular vs. maxillary molars as detected by Affymetrix microarrays. **Histograms show expression levels in mandibular molars (gray) and maxillary molars (black), with values normalized with respect to *Gapdh* expression. Data (mean ±SEM) were analyzed with Student t-test; ***p<0.001; **p<0.01; *p<0.05.

#### Gene network analysis

**Relevant networks when considering all genes with a fold change higher than 2 **Among the 96 genes with a fold change higher than 2, 36 genes were mapped in two networks. The first network (score=27) was centered on ERK1/2 and included 13 genes identified as being differentially expressed between the two molar types (Figure 5A). *Chnrq, Chnra1, Acp1, Angtpl1, Plac8, Fgfr4, Il1r1, Grap2, Cftr, Prkcq, Ankrd1* and *Mypn* were more highly expressed in mandibular molars, whereas *Pla2g7* was enriched in maxillary molars. 

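Of the genes named for mandibular molars, 7 of 12 measured were higher in mandibular molars, against 4 within the second sample set, and *Pla2g7* was higher in maxillary molars. The study chose these genes on the same samples. *Angptl1*, which encodes an angiopoietin-like protein, had a log2 fold change of 1.07 (standard error 0.17), with an adjusted p of 0.00789 and 0.80 within the set. The FGF receptor gene *Fgfr4*, the muscle ankyrin repeat gene *Ankrd1* and the acetylcholine receptor gene *Chrng* had 0.63 (standard error 0.14), 0.41 (standard error 0.09) and 0.51 (standard error 0.11). With 1 sample left out their adjusted p values were 0.0276 to 0.189, 0.0271 to 0.22 and 0.0256 to 0.192, each highest without maxillary molar sample 1, and *Ankrd1* and *Chrng* did not pass within the set (0.32 and 0.44). *Acp1*, *Grap2*, *Cftr* and *Mypn* had 0.03 (standard error 0.06), 0.28 (standard error 0.08), 0.57 (standard error 0.20) and 0.50 (standard error 0.15) and did not pass, with 0.09, 0.34, 0.23 and 0.48 within the set.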

The second network (score=25) was centered on tretinoin (a retinoic acid derivative, used as a medication for skin diseases) and contained 12 differentially expressed genes (Figure 5B). *Rorb* and *Pla2g7* were the only two genes more expressed in maxillary molars, whereas *Pitx1*, *Tbx4*, *Gsc*, *Nkx2-3, Corin, Barx2, Otx1, Dlx6, Gjb2* and *Pgfr4* were more expressed in mandibular molars.

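*Rorb* was higher in maxillary molars (log2 fold change -1.24, standard error 0.12, adjusted p = 0.000264; -1.03 within the second sample set). On the mandibular side 8 of 10 genes were higher in mandibular molars and 7 within the set, from a list chosen by the study on these samples. *Corin*, which encodes a transmembrane serine protease, had a log2 fold change of 0.95 (standard error 0.15) and 0.68 within the set. The gap junction gene *Gjb2* had 0.78 (standard error 0.16) and the T-box gene *Tbx4* 0.38 (standard error 0.08). With 1 sample left out their adjusted p values were 0.0263 to 0.138 and 0.0285 to 0.171, both highest without maxillary molar sample 1, and *Tbx4* had 0.25 within the set, under a fold change of 1.2. *Otx1* did not pass (log2 fold change 0.42, standard error 0.12, adjusted p = 0.109; 0.24 within the set).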

**Figure 5:**
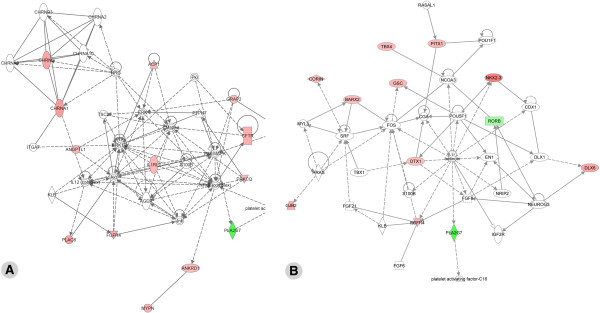
**Ingenuity pathway gene network analysis of maxillary (upper) vs. mandibular (lower) molar expressed genes. **The three most relevant networks identified by Ingenuity Pathway analysis are centered on ERK1/2 (**A**), and tretinoin (13-*cis*-retinoic acid, an active retinoid used in therapy) (**B**). All differentially expressed genes are shown in color, the intensity reflecting the degree of enrichment in mandibular (red) versus maxillary (green) molars. See Legend to Figure 3 for explanations on symbols and types of interactions.

**Relevant networks when considering genes from selected pathways or families **From the 62 differentially expressed genes belonging to the pathways selected for analysis, 23 genes were mapped in only 2 different networks involved in embryonic or tissue development (Additional file 5). The first network contained 11 differentially expressed molecules and was centered on *Dlx1* (a gene known to be expressed in the presumptive molar region at E10.5 [17]. 

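*Dlx1*, at 10.34 ± 0.05 (SD, n = 4) in maxillary molars and 9.96 ± 0.07 (SD, n = 8) in mandibular molars, was higher in maxillary molars (log2 fold change -0.38, standard error 0.05, adjusted p = 0.00211). It passed within the second sample set at -0.37, but not with the sample set as a block, which was added after seeing the data. *Gsx1*, a homeobox gene with a mean log2 signal of 6.57 in mandibular molars, did not pass (log2 fold change 0.12, standard error 0.06, adjusted p = 0.316).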

*Dlx1* and *Itga8* were the only two genes identified as being more highly expressed in maxillary molars, whereas *Nkx6-1, Phox2b, Gsx1, Rhox4b* were found to be enriched in mandibular molars. The second network contained 12 differentially expressed genes and was focused on *Gli3*. 

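Of the genes of the networks on selected pathways, 2 of 12 measured mandibular genes were higher in mandibular molars and the 3 maxillary genes were higher in maxillary molars, and 2 and 3 passed within the second sample set. The 2 are *Gsc* and *Dll1*, with means of 8.25 and 6.77 in mandibular molars. *Nkx3-2*, *Cer1* and *Hmx2*, all developmental regulators, had log2 fold changes of 0.19 (standard error 0.10), 0.01 (standard error 0.07) and 0.24 (standard error 0.07) and did not pass. *Gli1*, a Hedgehog effector gene, had -0.48 (standard error 0.18) and did not pass either (adjusted p = 0.218; -0.14 within the set).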

Only *Aldh1a1* was more expressed in maxillary molars, whereas *Barx2, Nkx3-2, Nkx2-1, Cer1, Lhx1, Gsc, Camk2b, Camk2a, Hmx2* and *Dll1* were preferentially expressed in mandibular molars.

## Conclusions

This study provides the first comprehensive analysis of differential gene expression between developing murine tooth types, leading to new insights into the regulatory mechanisms involved in the ontogenesis of mammalian teeth. Molecules belonging to pathways involved in various aspects of development (such as the Wnt, TGFβ/BMP, or FGF pathways) were discovered as potentially carrying information for differential tooth morphogenesis. Of interest is the involvement of the retinoic acid pathway [76], as retinoids have marked effects on molar and incisor morphogenesis [22,77]. Tooth morphology and its evolution in various mammalian species were proven to be related to dosage effect of signaling molecules, like for instance FGF3 being able to modify the cusps pattern [16,78]. Our microarray analysis highlighted molecules more or less strongly expressed in a given tooth type, reinforcing the model of dosage modulating mechanisms. Gene dosage abnormalities are likely to occur in human rare diseases presenting with a tooth family specific dental phenotype [37,38,79]. Some of the corresponding genes were not retrieved in our analysis of differential gene expression in lower incisors versus lower or upper molars, suggesting that other levels of regulation, post-transcriptionally via effectors of a given pathway or via fine tuning of kinase signaling (e.g. ref. [80]), will undoubtedly also participate in the molecular identity leading to specific tooth morphology. Future investigation of differential gene expressions between upper and lower incisors, two similar tooth types formed from neural crest cells of different origins, might also contribute to shed light on specific morphogenesis and its link to individual tooth shape.

## Methods

### Tissue collection

Pregnant C57BL6 female mice were euthanized at 14.5 days of gestation (E14.5), embryos were collected and tooth samples (lower incisors, mandibular and maxillary first molars) were microdissected. Tissue samples were frozen in liquid nitrogen and kept at -80°C until use. The CERBM-GIE/ICS/IGBMC complies with the French national and European laws and regulations relating to the transport, housing and use of animals in research.

### Microarray hybridization

Total RNA was extracted with the RNAeasy micro Kit (Qiagen) from pools of 4 tooth germs to obtain enough RNA for subsequent microarray hybridization. RNA quality was verified by analysis on a 2100 Bioanalyzer (Agilent). All samples displayed a RNA Integrity Number (RIN) greater than 9.8. Biotinylated single strand cDNA targets were prepared, starting from 300 ng of total RNA, using the Ambion WT Expression Kit (Cat #4411974) and the Affymetrix GeneChip WT Terminal Labeling Kit (Cat #900671), according to Affymetrix recommendations. Four lower incisors samples, 4 maxillary molars samples and 8 mandibular molars samples were hybridized on Affymetrix GeneChip Mouse Gene 1.0 ST arrays. Briefly, following fragmentation and end-labeling, 1.9 μg cDNA was hybridized for 16 h at 45°C on the arrays interrogating 28,853 genes represented by approximately 27 probes spread across the full length of the gene. The chips were washed and stained in the GeneChip Fluidics Station 450 (Affymetrix), and scanned with the GeneChip Scanner 3000 7G (Affymetrix). Finally, raw data (.CEL Intensity files) were extracted from the scanned images using the Affymetrix GeneChip Command Console (AGCC) version 3.1. One incisor sample was excluded from the analysis because a technical problem occured during hybridization washing.

### Microarray analysis

CEL files were further processed with the Partek software to obtain principal component analysis (PCA) and to select only genes with a signal value above 5 (20th percentile of all expression values) in at least one sample. The analysis was done only on three lower incisors samples as a technical problem during hybridization occurred for one of the 4 samples (high background). Genes were considered as differentially expressed if the false discovery rate from Benjamini and Hochberg test was under 0.1.

### Ingenuity pathways analysis

Biologically relevant networks were created using the Ingenuity Pathway Analysis software (http://www.Ingenuity.com). Based on the algorithmically generated connectivity between gene–gene, gene–protein, and protein–protein interactions, the program develops functional molecular networks that overlay genes in the dataset. This program calculated p-values for each network by comparing the number of genes that were mapped in a given network, relative to the total number of occurrences of those genes in all networks. The score for each network is given as the negative log of the p-value, which indicates the likelihood of finding a set of genes in the network by random chance. For instance, a score of 20 indicates that there is a 10^-20^ chance that the genes in focus would be in a network because of random chance. Networks taking in account direct and indirect interactions have been generated for genes with a fold change higher than 2, whereas networks involving only direct interactions have been created for genes that were selected as members of pathways or families of interest with a fold change higher than 1.2.

### Real-time quantitative RT-PCR

RT-PCR assays were performed in duplicate on three RNA samples for each tooth type, distinct from the ones used for microarray hybridization. RNA extractions were performed as previously described. Oligo-dT primed cDNAs were generated using the Superscript II kit (Invitrogen) according to the manufacturer’s protocol. Quantitative real-time PCR was achieved using SybrGreen and LightCycler 480 (Roche). The sequences of primers used for the various tested genes are given in Additional file 6. A probe set for detection of mouse *Gapdh* (a housekeeping gene) was used for normalisation. For each sample the ratio between signals for the gene of interest and *Gapdh* was calculated to normalize concentration values. To verify if genes were differentially expressed in different tooth types, the average of ratios calculated for lower incisors, mandibular molars and maxillary molars were then compared.

### Availability of supporting data

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO) [81] and are accessible through GEO Series accession number GSE43144. (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE43144).

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

All authors contributed to the overall experimental design. VLH and MP performed the tissue collection, RNA extraction, and real-time RT-PCR experiments. CTC did the microarray hybridization. VLH and DD performed all statistical analyses. VLH, PD and ABZ wrote the manuscript. All authors read, contributed to, and approved the final manuscript.

## Supplementary Material

Additional file 1 **Principal component analysis (PCA) of mandibular molar vs. lower incisor samples (A), and mandibular vs. maxillary molar samples (B). **Mandibular molar samples are represented in red, and incisor or maxillary molar samples in blue. The units are data-dependent and are generated by the software, which gives coordinates to each sample according to three axes that relate to the weight (inertia) of the decomposition into 3 principal components. For both analyses, samples segregate in two distinct groups, showing relevant transcriptional differences between the two tooth types. Click here for file

Additional file 2 **This table presents an overview of genes showing differential expression in developing mandibular incisors versus molars. **Only the genes exhibiting at least a two fold change in expression according to Affymetrix microarray analysis are listed. Genes with the highest expression in incisors (positive values) or molars (negative values) appear on top and bottom of the list, respectively. Click here for file

Additional file 3 **Ingenuity pathway gene network analysis of genes belonging to selected pathways and/or superfamily (homeobox genes), showing differential expression in incisor or molar tooth buds. **Four relevant networks were constructed by Ingenuity pathway analysis. The networks are displayed graphically as nodes (genes/gene products) and edges (biological relationships between the nodes). Differentially expressed genes are shown in two colors, the intensity of the colors reflecting the degree of enrichment in molar (red) versus incisor (green) tooth buds. Nodes are displayed using various shapes representing the functional class of the gene product (flat oval: transcription factor; tall oval: transmembrane receptor or interacting protein; losange: enzyme; triangle: kinase; rectangle: G protein-coupled receptor; circle: other). Interactions are depicted by arrows ("acts on", with dashed arrows indicating "indirect" interactions) or straight lines (binding only). Click here for file

Additional file 4 **Overview of genes showing differential expression in developing mandibular (lower) versus maxillary (upper) molars. **Only the genes exhibiting at least a two fold change in expression according to Affymetrix microarray analysis are listed. Genes with the highest expression in upper molars (positive values) or lower molars (negative values) appear on top and bottom of the list, respectively. Click here for file

Additional file 5 **Ingenuity pathway gene network analysis of genes belonging to selected pathways and/or superfamily (homeobox genes), showing differential expression in upper versus lower molars. **Two relevant networks are centered on *Dlx1* (network 1) and *Gli3 *(network 2). See Legend to Additional file 3 for key and explanations. Click here for file

Additional file 6 Sequences of primers used for real-time qRT-PCR assays. Click here for file

# Supplementary material for: Molars and incisors: show your microarray IDs
**Source:** BMC Res Notes. 2013 Mar 26;6:113. doi: 10.1186/1756-0500-6-113
**Supplement:** Additional file 2 — This table presents an overview of genes showing differential expression in developing mandibular incisors versus molars. Only the genes exhibiting at least a two fold change in expression according to Affymetrix microarray analysis are listed. Genes with the highest expression in incisors (positive values) or molars (negative values) appear on top and bottom of the list, respectively.

**Additional File 2**

# Supplementary material for: Molars and incisors: show your microarray IDs
**Source:** BMC Res Notes. 2013 Mar 26;6:113. doi: 10.1186/1756-0500-6-113
**Supplement:** Additional file 4 — Overview of genes showing differential expression in developing mandibular (lower) versus maxillary (upper) molars. Only the genes exhibiting at least a two fold change in expression according to Affymetrix microarray analysis are listed. Genes with the highest expression in upper molars (positive values) or lower molars (negative values) appear on top and bottom of the list, respectively.

**Additional File 4**

# Supplementary material for: Molars and incisors: show your microarray IDs
**Source:** BMC Res Notes. 2013 Mar 26;6:113. doi: 10.1186/1756-0500-6-113
**Supplement:** Additional file 6 — Sequences of primers used for real-time qRT-PCR assays.

**Additional File 6**

| **Genes/Primers** | **Sequences (5' to 3')** |
| --- | --- |
| Adamtsl3 For. | CCTACAATGACGTGCAGTACC |
| Adamtsl3 Rev. | GTTCCATCCAACACTTTGGGT |
| Alx1 For. | CCTTCACACCGAGCTGAATAG |
| Alx1 Rev. | GACATCCTGAGATTGTTGCAGT |
| Bmp5 For. | TTACTTAGGGGTATTGTGGGCT |
| Bmp5 Rev. | TGAACGTGATTGTCTCCCAAG |
| Cyp1b1 For. | CTTCGCCTCTTTCCGTGTG |
| Cyp1b1 Rev. | GTGACCGAACGCCAGACTG |
| Cyp26c1 For. | TGGCCCAACAACTCTGGAC |
| Cyp26c1 Rev. | CAGCGTTTCACCGAAGAATGG |
| Dll1 For. | CCCATCCGATTCCCCTTCG |
| Dll1 Rev. | GGTTTTCTGTTGCGAGGTCATC |
| Fgf12 For. | CTAATTCCTGTAGGACTGCGTG |
| Fgf12 Rev. | GGGGTAAAAACATCTGAGCTGT |
| Fgfr4 For. | TACACATGCCTTGTGGAGAAC |
| Fgfr4 Rev. | GGAGATAGCTGTAGCGAATGC |
| Gapdh For. | AGGTCGGTGTGAACGGATTTG |
| Gapdh Rev. | TGTAGACCATGTAGTTGAGGTCA |
| Gl1 Rev. | CTTCCGAGTCAGACAGTCCCT |
| Gli1 For. | TACCATGAGCCCTTCTTTAGGA |
| Ihh For. | CTCAGACCGTGACCGAAATAAG |
| Ihh Rev. | CCTTGGACTCGTAATACACCCAG |
| Itga8 For. | TGTCTGGCGTTCAACTTGGAT |
| Itga8 Rev. | TCCAGTGAGTAGCCGAAGTAG |
| Prkcq For. | GAGATGCCGCAAGAACAATGG |
| Prkcq Rev. | ATTCATTAGCATTCGGCCTTGA |
| Rorb For. | AGGAACCGTTGCCAACACTG |
| Rorb Rev. | GACATCCTCCCGAACTTTACAG |
| Sfrp1 For. | TACTGGCCCGAGATGCTCAA |
| Sfrp1 Rev. | GAGGCTTCCGTGGTATTGGG |
| Sfrp2 For. | GGCCACGAGACCATGAAGG |
| Sfrp2 Rev. | CATGACCAGCGGAATCCAGG |
| Shox2 For. | CAAAGACGATGCGAAAGGGAT |
| Shox2 Rev. | AGGGTAAAATTGGTCCGACTTC |
| Smoc2 For. | GAAGGAGTTCCAGCAAGTGTT |
| Smoc2 Rev. | AGTATCCTGTGTAGCTGTGACA |
| Wnt11 For. | AAACTGATGCGTCTACACAA |
| Wnt11Rev. | CATGGCATTTACACTTCGTTTCC |

How the deposited data were processed for this re-analysis (not part of the article)

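Gene expression was measured on Affymetrix Mouse Gene 1.0 ST arrays in 4 lower incisor, 8 mandibular molar and 4 maxillary molar samples of mouse embryos at E14.5, each a pool of 4 tooth germs. The authors deposited log2 signals made with RMA in Affymetrix Expression Console 1.1, that is background-corrected, quantile-normalized and summarized by median polish, for 35556 probe sets. The medians of the samples lay near one another, at 6.80 to 6.99. Of the probe sets 21789 carried 1 gene symbol, 1621 several and 12146 none, which gave 19938 genes with symbols of the assembly GRCm38.p6. Where a gene had several probe sets, the one with the highest mean over all samples was used. Genes with no probe set of a single symbol are not reported here.

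The comparisons were mandibular molars with lower incisors and with maxillary molars, each on its own samples. Probe sets above a log2 signal of 5 in at least 1 compared sample were kept. Linear models with moderated variances (lmFit and eBayes of limma 3.58.1 in R 4.3.3) were fitted without a block, with Benjamini-Hochberg adjustment at 0.1 and a fold change above 2, or above 1.2 for pathways and lists. With 29258 and 29068 probe sets kept, 5375 and 4971 were at an unadjusted p under 0.05. Principal components were taken of the centred log2 values, and the distance between groups was tested by a pseudo-F over all splits (exact permutation test, one-sided). Lists were tested by counts of members that passed, by the same adjusted over the list alone, and with camera at a preset correlation of 0.01 and a threshold of 0.05, with an estimated correlation beside it. Named genes are those in the paper's text, Tables 1 to 4 or Figures 2 to 5, up to 10 probe sets with the largest change in each direction and no overlap between the groups, and up to 4 members of each list. The values in the paper's tables count as seen before these choices.

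The paper used 3 of the 4 incisor samples. Fold changes of its list of 194 genes found here lay at a median absolute log2 distance of 0.42 with all 4 and of 0.41 to 0.45 with any 3, so no set stood out and all 4 were used. The alternatives, whose effects the closing section gives, were other filters, a floor at 5, other normalizations, the methods' t-test, array weights, trend with robust variances, all 3 groups in 1 fit, mandibular molars 1 to 4 or 5 to 8 only, a replicate block, each sample left out and 1 probe set per gene. A sample set as block, and for the count at fold 1.2 between the molars an unadjusted p under 0.1, were added later. Other splits of the samples were drawn 100 at a time with a fixed seed, or all 35 where groups had 4 samples each.

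The procedure was tested on simulated data with 50 probe sets changed at each size. At true log2 changes of 0.5, 1, 1.5 and 2 it recovered 35, 46, 48 and 49 between 8 mandibular molar and 4 incisor samples. These were counted without the threshold of fold 2, so recovery at that threshold was not tested. Of 29058 unchanged ones 15 were also called in this way, 2 of them at a fold change above 2. In the simulated data the exact permutation p of the separation was 0.305 for mandibular molars against incisors. It was 0.0202 for mandibular against maxillary molars. An array gives no read depth, and the precision of a value is that of the samples, given as SD or standard error.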

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

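The tests on the 8 mandibular molar samples by other splits, by sample set and by marker lists were chosen only after their division had been seen, and the test with cyclic loess was set earlier.

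A Dixon test on each named gene within each tooth type sets a sample apart in about 1 of 20 groups by chance alone. It did so in 16 of 418 groups, where chance alone gives 21. Samples above the others were *Barx1* in lower incisor 2 (8.91, nearest 8.08), *Chrna1* in maxillary molar 4 (6.59, nearest 6.18), *Gsc* in mandibular molar 2 (8.80, nearest 8.31), *Gsx1* in mandibular molar 3 (6.78, nearest 6.61), *Myf5* in maxillary molar 4 (5.64, nearest 5.40), *Nts* in mandibular molar 8 (4.63, nearest 4.44), *Sprr3* in mandibular molar 8 (7.02, nearest 6.25), *Tnnt1* in mandibular molar 2 (8.32, nearest 7.83) and *Ttn* in mandibular molar 2 (9.16, nearest 8.19). Samples below the others were *Camk2b* in maxillary molar 2 (6.50, nearest 6.58), *Corin* in maxillary molar 1 (7.27, nearest 7.52), *Gabrb2* in mandibular molar 6 (6.84, nearest 7.08), *Gdf10* in maxillary molar 3 (8.71, nearest 9.01), *Isl1* in mandibular molar 7 (5.62, nearest 6.08), *Nkx2-3* in mandibular molar 2 (7.91, nearest 8.27) and *Stmn2* in maxillary molar 3 (7.53, nearest 7.75). Mandibular molar 2 held 4 of these values. Of 27 measures of whole samples 2 were set apart, where chance gives 1.4. Mandibular molar 4 scored -45.81 on the second principal component of all samples, the next mandibular molar -5.171. It was not alone there, since lower incisor 4 scored -34.4, and the lowest of the remaining samples, lower incisor 2, scored -9. The mean log2 signal of the keratinizing epithelium genes was 6.64 in maxillary molar 4 and 6.35 in the next maxillary sample. Leaving out mandibular molar 4 left 85 and 68 probe sets at a fold change above 2 between mandibular molars and incisors.

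Between maxillary molars and lower incisors, a comparison whose results the paper does not report, 530 probe sets passed at a fold change above 2. Here tooth type and sample set coincide, and with the sample set as block 105 were higher in maxillary molars and 101 in incisors, with the sets tied together by mandibular molars alone.

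Mandibular molars 1 to 4 and 5 to 8, a single tooth type, differed in 137 probe sets at a fold change above 2, 42 higher in samples 1 to 4 and 95 lower. Of the 35 ways of parting these samples 1, the real one, gave as many, and the highest other gave 54. The division by sample number had been named among the alternatives earlier, but its test was chosen because these samples were seen to stand apart, so the count describes the division and does not exclude chance. Across probe sets the difference between these groups correlated at 0.647 with that between incisors and maxillary molars. This restates the likeness from which the sample sets were drawn and is not a test of shared handling, which stays open. A trend of the normalization with signal is argued against, because 138 probe sets passed after cyclic loess. Tissue taken along in the dissection cannot be told apart from other causes, with a share of 0.153 of the probe sets following a marker list, 20 of them the neuron list. The median log2 fold changes of muscle, neuron, glia and keratinizing epithelium genes were 0.32, 0.12, 0.04 and -0.10, but none of the 42 probe sets that passed with 1 gene symbol was in these lists. Whether samples 1 to 4 and 5 to 8 came from different litters, dissections or hybridizations was not tested, so a difference between animals also stays open.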

How the results depend on the processing

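The sample set as block and the unadjusted p under 0.1 were chosen only after the values had been seen, and every other setting was set earlier. Counts are given as probe sets higher, then lower, in mandibular molars. The cause was not tested where a count moved, except where the samples compared differ by construction.

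Between mandibular molars and lower incisors, with main counts of 83 and 65 at fold 2 and 804 and 637 at fold 1.2, mandibular molars 5 to 8 only gave 209 and 159 at fold 2 and 3468 and 2582 at fold 1.2. That comparison crosses the sample sets. Mandibular molars 1 to 4 only, with fewer samples, gave 276 and 242 at fold 1.2 and a separation with an exact permutation p of 0.229. Array weights gave 123 and 127 at fold 2 and 2640 and 2284 at fold 1.2. The sample set as block gave 75 and 68 at fold 2 and 549 and 519 at fold 1.2. Filters, floor, normalizations, the methods' t-test and trend with robust variances moved none of these probe set counts by more than 1.5 times. Nor did all 3 groups in 1 fit or 1 probe set per gene. By the methods' t-test some list counts fell further, such as muscle genes higher in incisors from 19 to 7 and cartilage genes from 14 to 8.

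Between mandibular and maxillary molars, with main counts of 29 and 28 at fold 2 and 293 and 342 at fold 1.2, mandibular molars 1 to 4 only, which crosses the sample sets, gave 92 and 186 at fold 2 and 2451 and 3082 at fold 1.2. Mandibular molars 5 to 8 only gave 13 and 18 at fold 2 and 155 and 213 at fold 1.2, and the sample set as block 15 and 21 at fold 2 and 110 and 169 at fold 1.2. Array weights gave 447 higher and the methods' t-test 192 higher at fold 1.2. With the unadjusted p held at or below the largest of the paper's own list, 6 and 22 passed at fold 2. With an unadjusted p under 0.1, 1014 and 1498 passed at fold 1.2 with limma, and 929 and 1304 by the methods' t-test, by construction a weaker threshold.

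Leaving out 1 sample gave 73 to 96 and 59 to 77 probe sets at fold 2 between mandibular molars and incisors, and 459 to 1386 and 420 to 1041 at fold 1.2. The higher count at fold 1.2 moved to 500, 532, 459 and 1226 without lower incisor 1, 2, 3 and 4, and to 1386 without mandibular molar 2. The lower count moved to 420 and 1041 without lower incisor 1 and 4. The exact permutation p of the separation ranged from 0.00606 without lower incisor 4 to 0.0727 without lower incisor 3.

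Between mandibular and maxillary molars 1 sample left out gave 14 to 34 and 24 to 36 at fold 2, and 99 to 405 and 165 to 436 at fold 1.2. Without maxillary molar 1, 2 and 3 the higher count at fold 2 was 14, 18 and 15, and the lower count at fold 1.2 was 177, 165 and 214. Without maxillary molar 1, 2, 3 and 4 the higher count at fold 1.2 was 99, 101, 164 and 192, and 195 without mandibular molar 3. The highest counts, 34 at fold 2 and 405 and 436 at fold 1.2, came without mandibular molar 7. The exact permutation p of the separation ranged from 0.0212 without mandibular molar 6 to 0.0727 without maxillary molar 2, and was 0.0545 without maxillary molar 1, 3 or 4.

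Samples of a number were not treated as paired, since not every pair correlated above 0.1. Deviations of incisor and mandibular samples of a number correlated at 0.0834, 0.197, 0.327 and 0.504, the highest match being the own number for samples 3 and 4. Those of maxillary and mandibular samples, which cross the sample sets, correlated at 0.106, 0.338, 0.00317 and 0.143, with the own number highest for 1 and 2. Within the first sample set the values were 0.0943, 0.103, 0.26 and 0.666, with the own number highest for 4. Within the second, maxillary molars 1 to 4 with mandibular molars 5 to 8 in order gave 0.0947, -0.133, -0.102 and 0.293. There the partner in order was the highest match for maxillary molars 1 and 4. These values do not exclude a pairing of some samples. The replicate block rests by construction on mandibular molars 1 to 4, so that it gave 288 and 251 at fold 1.2 against incisors, and 93 and 187 at fold 2 and 2636 and 3196 at fold 1.2 against maxillary molars, across the sets. The potassium channel gene *Kcnj8* was the only gene whose sign turned between the main value and an alternative with at least 1 of them passing: 0.02 (standard error 0.23) between mandibular and maxillary molars, adjusted p = 0.972, became -0.34 with the replicate block, where it passed, and 0.37 within the second sample set.

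Of 103 named genes that passed between mandibular molars and incisors, 83 passed in every setting, 94 with any 1 sample left out and 86 within the first sample set, against 40, 44 and 47 of 57 between the molars, there within the second. Of the lists that passed camera at its preset correlation, 10 of 12 and 2 of 8 did so in every setting at that correlation, and none passed with an estimated correlation, the lowest adjusted p being 0.414 and 0.408. The methods' t-test was not run for camera. Near a log2 signal of 5 much of a signal is background, so that the size of a fold change of a weakly expressed gene is less certain and its absence from the counts does not exclude a difference.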

Differences from the paper's values

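The sample set as block and the unadjusted p under 0.1 were chosen only after the values had been seen, and the other alternatives named here were set before the data were examined. Fold changes are signed, negative when lower in mandibular molars. A value is listed when it lies further from the paper's, on the log2 scale, than the larger SD of the groups, and a count when the ratio exceeds 1.5. Where several samples are named as left out, each was left out alone. A false discovery rate of 0.1 with fold 2 or 1.2 was used throughout, which the paper states except for its count at fold 1.2 between mandibular and maxillary molars, given at a p-value under 0.1. The paper's values come from CEL files processed with Partek, and those here are the deposited signals, made with RMA in Expression Console. The legends of Additional files 2 and 4 give the sign of the fold change the other way round from Tables 1 and 3, and the sign of the tables was used.

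The paper states that about 10% of the genes were excluded for low expression, against 17.7% of the probe sets here between mandibular molars and incisors. As a share of all 35556 probe sets, no alternative came within 1.5 times. With 1 probe set per gene, 17309 of the 19938 genes were kept, so the share of genes excluded lay nearer to the paper's.

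The paper counts 231 genes at fold 2 between mandibular molars and incisors, against 148 probe sets here. The count came within 1.5 times with array weights, all 3 groups in 1 fit, mandibular molar 2 and 3 left out and lower incisor 2 and 4 left out, and not with the others. At fold 1.2 the paper has 3078, against 1441, with mandibular molar 2 left out and lower incisor 4 left out within 1.5 times and the others not. Between mandibular and maxillary molars the paper counts 96 at fold 2, against 57, and mandibular molar 7 and 8 left out brought the counts within 1.5 times. At fold 1.2 the paper has 2070, against 635, at unlike thresholds, and no alternative set earlier came within 1.5 times. At an unadjusted p under 0.1 the count was 2512 with limma and 2233 by the methods' t-test, both within 1.5 times. With limma the unadjusted p is a weaker threshold on the same samples and drops none of the main calls. For the methods' t-test this was not tested.

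Between mandibular molars and lower incisors all 45 fold changes tabled had the paper's direction, 41 passed, and 27 differed in size, with a median log2 size minus the paper's of -0.21. No alternative came within the stated distance for *Adcy8* (paper 5.75, here 4.35), *Has2* (paper 3.94, here 3.03), *Irx4* (paper -5.31, here -3.51), *Sfrp4* (paper -12.38, here -17.4), *Fgf12* (paper 2.22, here 1.69), *Dbx2* (paper 1.97, here 1.31), *Lhx8* (paper 1.64, here 1.3), *Bmpr1a* (paper 1.36, here 1.1), *Tlx2* (paper -1.47, here -1.1), *Irx6* (paper -1.58, here -1.12), *Gdf6* (paper -2.00, here -1.58), *Aqp1* (paper -2.16, here -1.68) and *Amtn* (paper -2.28, here -1.26).

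Alternatives did for other genes of this comparison, while those not named did not. *Cntn6* (paper 4.91, here 6.1) came within that distance with cyclic loess, mandibular molars 1 to 4 only, the replicate block, mandibular molar 4, 6 and 8 left out and lower incisor 1 and 3 left out. *Tenm1* (paper 4.24, here 3.59) came within that distance with quantile normalization, medians subtracted, array weights, mandibular molars 5 to 8 only and lower incisor 2 left out. *Cacna2d3* (paper -5.66, here -4.18) came within that distance with mandibular molars 5 to 8 only and lower incisor 4 left out. *Isl1* (paper -6.44, here -5.02) came within that distance with mandibular molars 5 to 8 only. *Alx1* (paper -15.95, here -21.2) came within that distance with lower incisor 1 and 4 left out. *Lhx6* (paper 3.69, here 4.72) came within that distance with mandibular molars 1 to 4 only and the replicate block. *Smoc2* (paper 3.28, here 2.83) and *Tlx1* (paper -2.84, here -2.52) came within that distance with lower incisor 2 left out. *Shox2* (paper 2.85, here 3.26) came within that distance with cyclic loess, mandibular molar 1 and 4 left out and lower incisor 1 and 3 left out. *Sfrp2* (paper 2.16, here 1.86) came within that distance with lower incisor 4 left out. *Six4* (paper 1.95, here 1.48) came within that distance with array weights, mandibular molars 5 to 8 only and lower incisor 4 left out. *Prkcq* (paper -2.75, here -2.2) came within that distance with array weights, mandibular molars 5 to 8 only, mandibular molar 3 and 4 left out and lower incisor 1 left out. *Cyp26c1* (paper -4.05, here -3.35) came within that distance with mandibular molars 1 to 4 only, the replicate block, mandibular molar 8 left out and lower incisor 3 left out. *Nts* (paper -4.43, here -2.93) came within that distance with lower incisor 3 left out. The highest signal of *Nts* in mandibular molars was 4.63, under the filter of 5, so the size of its fold change is less certain.

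Between mandibular and maxillary molars all 32 tabled fold changes had the paper's direction, 25 passed, and 19 differed in size, with a median log2 size minus the paper's of -0.32. No alternative came within the stated distance for *Ostn* (paper 4.12, here 2.06), *Nkx2-3* (paper 3.97, here 3.18), *Tnnt1* (paper 3.19, here 1.7), *Myf5* (paper 2.94, here 1.6), *Klhl31* (paper 2.92, here 1.59), *Plac8* (paper 2.91, here 1.54), *Synpo2l* (paper 2.87, here 1.33), *Gabrb2* (paper -3.06, here -2.2), *Lhx9* (paper 1.86, here 1.49), *Nkx6-1* (paper 1.62, here 1.09), *Lhx1* (paper 1.48, here 1.1), *Msx3* (paper 1.43, here 1.14), *Nkx2-1* (paper 1.40, here 1.11) and *Lhx8* (paper -1.48, here -1.21). Another probe set of *Gabrb2* had a log2 fold change of -1.87. *Chrna1* (paper 3.04, here 2.03), *Gsc* (paper 2.21, here 1.77), *Prkcq* (paper 2.15, here 1.58) and *Barx2* (paper 2.00, here 1.44) came within that distance with mandibular molars 1 to 4 only and the replicate block. *Nefm* (paper 3.01, here 1.96) came within that distance with mandibular molars 1 to 4 only, the replicate block and mandibular molar 6 left out, and not with the others.

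Of the genes that the paper's full lists (Additional files 2 and 4) place higher in mandibular molars than in incisors, 76 were matched, 49 of them higher here at fold 2, the threshold of those lists, and 68 at fold 1.2. Of 110 kept on the incisor side 38 and 81 were higher in incisors. Against maxillary molars it was 8 and 36 of 64 on the mandibular side, and 12 and 15 of 16 on the maxillary side. None of these passed in the opposite direction with limma. In Table 2, 85 of 88 genes kept had the paper's direction, and in Table 4 55 of 57. They passed in that direction in 34 and 16 cases, and in 22 cases of Table 4 at an unadjusted p under 0.1. *Hhex*, on the incisor side of Table 2, was nominally higher in molars (0.25) and did not pass, but passed as higher in molars with array weights and lower incisor 4 left out. *Rorb* is in a mandibular list of Table 4 but was higher in maxillary molars here (-1.24), where the paper's text and Additional file 4 also place it. *Lhx6* and *Hand1* are among genes that the paper calls unchanged and also in Table 1, and both passed here (2.24 and -1.12). *Pitx1* and *Dlx2*, likewise called unchanged, passed at fold 1.2 (0.53 and 0.62), and *Dlx5*, also called unchanged, passed with array weights and mandibular molars 5 to 8 only. Called unchanged between the molars, *Bmp4*, *Dlx2* and *Msx2* passed with mandibular molars 1 to 4 only and the replicate block, and *Msx1* with the filter above 6, array weights, mandibular molars 1 to 4 only, the replicate block and 1 probe set per gene.

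Some genes that the paper lists as differing between mandibular molars and incisors did not pass in the main comparison but did elsewhere. *Bmpr1a*, *Irx6* and *Aldh1b1* passed with mandibular molars 5 to 8 only. *Ppargc1a* passed with all 3 groups in 1 fit, the replicate block, the sample set as block and mandibular molar 8 left out. *Nlrp5* passed with array weights and lower incisor 4 left out. *Hoxd4* passed with all 3 groups in 1 fit, 1 probe set per gene, mandibular molar 8 left out and lower incisor 4 left out. *Hoxd11* passed with array weights, mandibular molars 5 to 8 only and mandibular molar 3 left out. *Nodal* passed with mandibular molars 5 to 8 only and lower incisor 4 left out. *Tlx2* passed in no setting with an adjusted p.

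For mandibular against maxillary molars the settings that called such genes were often those that cross the sample sets. *Synpo2l* passed with the filter above 6, array weights, all 3 groups in 1 fit, mandibular molars 1 to 4 only, the replicate block, 1 probe set per gene and mandibular molar 1 and 7 left out. *Barx2* passed with mandibular molars 1 to 4 only, the replicate block and mandibular molar 6 left out. *Camk2b* passed with mandibular molars 1 to 4 only, the replicate block and mandibular molar 7 left out. *Cftr*, *Gli1* and *Msx3* passed with mandibular molars 1 to 4 only and the replicate block. *Fzd8* passed with all 3 groups in 1 fit, mandibular molars 1 to 4 only, the replicate block and mandibular molar 8 left out. *Grap2* passed with the floor at 5, array weights, all 3 groups in 1 fit, 1 probe set per gene, the sample set as block and mandibular molar 2 left out. *Hmx2* passed with mandibular molars 1 to 4 only, the replicate block and maxillary molar 3 left out. *Mypn* passed with array weights, all 3 groups in 1 fit, mandibular molars 1 to 4 only, the replicate block and 1 probe set per gene. *Otx1* passed with the filter above 6, array weights, all 3 groups in 1 fit, mandibular molars 1 to 4 only, the replicate block, 1 probe set per gene and mandibular molar 7 left out. *Nkx6-1*, *Lhx1* and *Nkx2-1* passed in no setting with an adjusted p. With the sample set as block, 96 of the 103 named genes that passed between mandibular molars and incisors still passed, and 44 of 57 between the molars, so it drops more of them than it adds.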

Other observations

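The tests of muscle by sample set and of muscle taken along, the splits within 1 sample set, the values of all Hox genes beside those of Table 2, and the sample set as block were chosen only after the results had been seen, and the loess, Table 2 Hox and other split tests were set earlier.

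Cell cycle and macrophage genes passed camera at its preset correlation, in the direction of mandibular molars over lower incisors, but not with an estimated correlation, where both lists had an adjusted p of 0.414. Of 30 cell cycle genes 3 passed, or 10 adjusted over the list alone, and 12, 7 and 8 without mandibular molar 2, mandibular molar 3 and lower incisor 4, all 30 had a positive log2 fold change with a median of 0.22, and camera gave an adjusted p of 3.16e-08. Within the smaller first sample set none of the 3 passed with limma, and the list had a median of 0.15 and a camera adjusted p of 6.86e-06. Macrophage genes had 3 higher of 18, or 5 without mandibular molar 2 or lower incisor 4, a median of 0.22 and a camera adjusted p of 0.00337. None of its 3 genes passed with limma within the set. Cell cycle genes also differed between mandibular molars 1 to 4 and 5 to 8, with 9 lower and 1 higher in samples 1 to 4 and a median of -0.17.

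Other tissues gave few genes in this comparison. The counts were 2 higher and 2 lower of 30 for neurons, 1 higher and 2 lower of 11 for glia, 0 higher and 1 lower of 18 for endothelium, 1 higher and 1 lower of 12 for pericytes and 1 higher and 1 lower of 12 for bone, with camera adjusted p values of 0.569, 0.585, 0.738, 0.115 and 0.568. Adjusted over the list alone they were 3 and 2, 2 and 2, 0 and 1, 2 and 1 and 1 and 2. The methods' t-test gave 0 endothelial genes higher and an unadjusted p under 0.05 gave 3. No erythroid, ribosomal, mitochondrial, housekeeping or sex-linked control gene passed with limma or the methods' t-test, where 9, 59, 2, 19 and 4 were kept. At an unadjusted p under 0.05 there were 1 erythroid and 1 ribosomal genes lower, 4 housekeeping genes higher, and 0 of the rest. Between mandibular and maxillary molars camera gave adjusted p values of 0.0129 for macrophage, 0.0488 for mast cell, 0.0488 for erythroid and 0.018 for ribosomal genes, with medians of 0.10, 0.26, 0.43 and 0.07, and with an estimated correlation 0.744, 0.744, 0.744 and 0.821. Within the second sample set the preset correlation gave 0.000366, 0.0257, 0.0836 and 0.123.

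Skeletal muscle genes were higher in mandibular than in maxillary molars, 26 of 46. The count was 9 to 15 without any 1 maxillary molar, and 15 by the methods' t-test. The sample set is argued against as the whole cause, though narrowly: the median was 0.68 with all 8 samples and 0.52 with mandibular molars 5 to 8 only, a share of 0.76, with 12 passing and 46 positive, and a trend of the normalization is argued against by 23 passing after cyclic loess. Muscle taken along with the mandibular germs fits, the markers having a median pairwise correlation of 0.862 across the mandibular samples and 0.40 across the maxillary ones. Of the kept genes 45 had a mean above 5 in maxillary molars too, 12 were picked by the study on these samples and 11 are in another list. Those with the highest log2 signals, *Actc1*, *Myl4* and *Myl1*, had means of 10.69, 9.50 and 9.46 in mandibular molars. Their means were 8.88, 8.13 and 7.98 in maxillary molars, and higher in lower incisors, at 11.66, 10.36 and 9.94. A difference in muscle development between the jaws was not tested and stays open.

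The Hox and Rhox genes of Table 2 were listed by the study as higher in incisors on these samples, so that their direction, negative in 16 of 16, is no independent evidence; 1 passed and, within the first sample set, none with limma, at a mean log2 signal of 5.77. The sample set cannot be told apart from other causes: the median of these genes was -0.14, and -0.12 within the set, a share of 0.813, but that of all 33 Hox genes kept was -0.10 and -0.05, a share of 0.547. For mandibular molars 1 to 4 over 5 to 8 the Hox genes had a median of 0.09 and a camera adjusted p of 0.00776 at the preset correlation and 0.837 with an estimated one. A shift of low signals between arrays fits: 262 of 291 olfactory, vomeronasal and taste receptor genes were negative too, with a median of -0.09, a share of 0.642. A small difference in Hox expression between the tooth types was not tested apart from these arrays and stays open.

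Within 1 sample set the counts at fold 2 were 130 between mandibular molars and incisors and 31 between the molars. The highest others over all 35 splits were 1 and 0, so the real split stood far above the rest. A result of 1 of 35 is the strongest that 4 samples against 4 allow. The sets were drawn from these values, so chance is made less likely but is not excluded. Splits of all samples of a comparison ignore the sample sets, so that they do not settle it. Between mandibular molars and incisors 148 was reached by 1 of 100, the real one, with a highest other of 141, and between the molars 57 by 3 of 100, the highest other being 106 with mandibular molars 1, 2, 3 and 7 against the rest. Between maxillary molars and incisors 530 was reached by 1 of 35, with a highest other of 26, but there the real split is also that of the sample sets. Splits along the sample sets gave more than the real ones: mandibular molars 5 to 8 against the rest 175, and mandibular molars 1 to 4 against the rest 196, which points to a structure of the samples. With the sample set as block the real counts were 143 and 36.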
